# Long-term proteasomal inhibition in transgenic mice by UBB^+1^ expression results in dysfunction of central respiration control reminiscent of brainstem neuropathology in Alzheimer patients

**DOI:** 10.1007/s00401-012-1003-7

**Published:** 2012-06-23

**Authors:** Martin Irmler, Romina J. G. Gentier, Frank J. A. Dennissen, Holger Schulz, Ines Bolle, Sabine M. Hölter, Magdalena Kallnik, Jing Jun Cheng, Martin Klingenspor, Jan Rozman, Nicole Ehrhardt, Denise J. H. P. Hermes, Valérie Gailus-Durner, Helmut Fuchs, Martin Hrabě de Angelis, Helmut E. Meyer, David A. Hopkins, Fred W. Van Leeuwen, Johannes Beckers

**Keywords:** Alzheimer’s disease (AD), Mouse model, Ubiquitin B (UBB^+1^), Ubiquitin–proteasome system (UPS), Hypoxic response, Central breathing control

## Abstract

Aging and neurodegeneration are often accompanied by a functionally impaired ubiquitin–proteasome system (UPS). In tauopathies and polyglutamine diseases, a mutant form of ubiquitin B (UBB^+1^) accumulates in disease-specific aggregates. UBB^+1^ mRNA is generated at low levels in vivo during transcription from the ubiquitin B locus by molecular misreading. The resulting mutant protein has been shown to inhibit proteasome function. To elucidate causative effects and neuropathological consequences of UBB^+1^ accumulation, we used a UBB^+1^ expressing transgenic mouse line that models UPS inhibition in neurons and exhibits behavioral phenotypes reminiscent of Alzheimer’s disease (AD). In order to reveal affected organs and functions, young and aged UBB^+1^ transgenic mice were comprehensively phenotyped for more than 240 parameters. This revealed unexpected changes in spontaneous breathing patterns and an altered response to hypoxic conditions. Our findings point to a central dysfunction of respiratory regulation in transgenic mice in comparison to wild-type littermate mice. Accordingly, UBB^+1^ was strongly expressed in brainstem regions of transgenic mice controlling respiration. These regions included, e.g., the medial part of the nucleus of the tractus solitarius and the lateral subdivisions of the parabrachial nucleus. In addition, UBB^+1^ was also strongly expressed in these anatomical structures of AD patients (Braak stage #6) and was not expressed in non-demented controls. We conclude that long-term UPS inhibition due to UBB^+1^ expression causes central breathing dysfunction in a transgenic mouse model of AD. The UBB^+1^ expression pattern in humans is consistent with the contribution of bronchopneumonia as a cause of death in AD patients.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00401-012-1003-7) contains supplementary material, which is available to authorized users.

## Introduction

In eukaryotic cells, the function of complex protein networks is maintained by highly conserved pathways that regulate the selective degradation of proteins in a spatially and temporally organized manner. For example, the ubiquitin–proteasome system (UPS) contributes considerably to protein quality control together with the autophagy-lysosomal system. The UPS relies on the tagging of proteins destined for breakdown by the attachment of polyubiquitin chains and the subsequent translocation and degradation by proteasomes. The coupling of polyubiquitin chains to proteins is mediated by a cascade of E1, E2 and E3 proteins [21], where specificity is brought about by a large number of E3 ligases (>600). The complexity of the UPS is further increased by various deubiquitination enzymes (>90), the length and linkage type of the polyubiquitin chains, as well as by several ubiquitin-like proteins. In neuronal cells, the UPS is required for both pre- and postsynaptic processes [12, 37]. As a consequence, axonal outgrowth, long-term potentiation, and memory formation are critically dependent on a functional UPS [43].

Mutations in UPS genes have been associated with the pathogenesis of neurodegenerative and other brain diseases. For example, defects in the E3 ligase Park2 are causative for familiar forms of Parkinson’s disease (PD) [26]. Loss-of-function alleles of the deubiquitinase ubiquitin C-terminal hydrolase (UCHL1) are associated with the two most prevalent neurodegenerative diseases, PD and AD [34]. Both diseases are also characterized by the presence of ubiquitin (Ub) in disease-specific aggregates [30] and by a partial impairment of the UPS in general [18, 25], as is also observed in the elderly where age-related neurodegeneration is most prevalent. Despite the strong correlation between the UPS, Ub-containing cellular deposits and neurodegeneration, little is known about the impact of UPS inhibition on disease onset or progression. However, the presence of a mutant form of ubiquitin B, the UBB^+1^ protein, in disease-specific aggregates (e.g., neurofibrillary tangles and intranuclear inclusions) of patients suffering from tauopathies and polyglutamine diseases [7, 10] may point to a causative role of UPS dysfunction in these diseases rather than being a consequence. UBB^+1^ mRNA is formed at a low level [17] during transcription from the ubiquitin B (UBB) locus by a process called “molecular misreading” [38]. Dinucleotide deletions (ΔGU) in the *Ubb* transcripts occur just next to a GAGAG motif and result in a +1 reading frame shift and an altered protein sequence [39]. The resulting UBB^+1^ protein has a 20-residue extension and lacks the C-terminal glycine residue required for conjugation to target proteins for degradation. In the elderly, UBB^+1^ protein levels are known to increase. At higher concentrations, UBB^+1^ is known to inhibit the proteasome [42] and may therefore contribute to disease progression. In line with these results, UBB^+1^ accumulates in the neuropathological hallmarks of all types of AD patients [39–41]. UBB^+1^ transgenic (tg) mice (line 3413) overexpress human UBB^+1^ specifically in neurons of the postnatal brain, with strongest neuronal expression in the forebrain [11]. In keeping with this, these mice have spatial and contextual memory deficits [11]. UBB^+1^ tg mice are currently the only mammalian in vivo model for long-term proteasome inhibition in the brain. However, in contrast to AD patients, no overt neuronal atrophy or degeneration has been observed in these mice. The expression of cerebral cortical proteins implicated in energy metabolism was altered, thus resembling AD in some aspects [11]. Consequently, as the central nervous system is a major regulator of body function, UBB^+1^ expression in brain might also indirectly affect the functioning of other organ systems. To further explore this, we extended our previous analysis of UBB^+1^ tg mice by a systematic phenotyping analysis in the German Mouse Clinic, which has been successfully used to discover novel and additional phenotypes [2, 9]. Most interestingly, this approach revealed a respiratory dysfunction that was mirrored by transgenic UBB^+1^ expression in brainstem nuclei involved in breathing control. A similar distribution of UBB^+1^ expression was also observed in the same brain areas of AD patients. In addition to hippocampal transgene expression in line 3413, we found significant but mild changes in behavior and metabolic parameters of UBB^+1^ transgenic mice, which may be additional consequences of UBB^+1^ expression in brainstem areas [19]. These data are consistent with human anatomical data reporting that tangle formation appears early in subcortical brain areas such as the locus coeruleus [4, 5, 31].

## Materials and methods

### Animal model and systematic phenotyping

UBB^+1^ overexpressing transgenic mice [UBB^+1^ tg, line 3413, 008833C57Bl/6.Tg(CaMK2α-UBB) 3413, Jackson #008833] [11] were kept on a C57BL/6J background and heterozygous transgenic mice were analyzed further. Non-transgenic littermates were used as controls. To ensure comparability among individuals, all mice were kept under standard animal housing conditions [e.g., bedding, specified pathogen free (SPF) conditions, light/dark cycle, and climate control] with food and water ad libitum. Mice were analyzed according to the primary systemic phenotyping approach in the German Mouse Clinic at two different ages of approximately 3 and 12 months as described below and elsewhere [16]. Secondary phenotyping screens to extend our primary findings were carried out at additional ages as described in the manuscript. Respiratory functions are presented in detail because these were the most significant effects identified by the primary screening protocol.

### Respiratory function

Spontaneous breathing patterns of male and female mice (UBB^+1^ tg mice and controls) were studied at the ages of 3 (*n* = 6 for all four groups), 12 (*n* = 6 for all four groups) and 18 months (*n* = 8 for male tg mice and controls; females were not analysed). For the analysis of lung function and of the ventilatory response to hypercapnic and hypoxic conditions, males at the age of 18 months were studied (*n* = 8). A detailed description of the whole body plethysmography and the assessment of the lung function are provided in the supplementary methods. Statistical analyses were performed using a commercially available statistics package (Statgraphics^®^, Statistical Graphics Corporation, Rockville, MD, USA). Differences between groups were evaluated by Student’s *t* test. Statistical significance was assumed at *p* < 0.05. Data are presented as mean ± standard error of the mean (SEM).

### Immunohistochemistry of mouse and human tissues

Eight 3-month-old, four 6-month-old, five 15-month-old male and four 18-month-old UBB^+1^ tg mice and three 3-month-old and three 15-month-old male control mice were given deep pentobarbital anesthesia (i.p.) and were perfused intracardially with phosphate-buffered saline (PBS) followed by PBS containing 4 % (w/v) paraformaldehyde (pH 7.4). Dissected brains were sectioned either coronally or sagittally in 50 μm thick sections with a Vibratome. Sections were stained with anti-UBB^+1^ antibody (Ubi3 16/09/97, final dilution 1:1,000) [10]. As controls for Ubi3 immunoreactivity, the Ubi3 antiserum was adsorbed with ^6^His tag UBB^+1^ and the pre-immune control serum was used (other controls were reported previously, [11]). In addition, an anti-14-3-3 zeta antibody (ζ, #1001) was generously supplied by A. Aitken (Edinburgh, UK) and tested on brain sections of UBB^+1^ tg mice (final dilution 1:500). After the primary antibody incubation, the sections were incubated with a biotinylated donkey anti-rabbit antibody followed by avidin–biotin–peroxidase and 3,3′-diaminobenzidine (DAB) intensified by 0.2 % nickel ammonium sulphate (pH 7.6). Photographs were made using the dotSlide BX51 microscope (Olympus, Japan).

Human postmortem tissue from AD patients and non-demented controls was obtained from the Radboud University Medical Centre (Department of Pathology, Nijmegen, The Netherlands, see Table 1). Brain tissues were fixed for 1 month after which the unembedded tissue was cut on a Vibratome in 50 μm thick sections. Sections were rinsed in TBS and subsequently treated with a graded series of methanol (20, 40, 60, 80 and 100 %, 10 min each), and back to 20 % methanol with 0.3 % H_2_O_2_ for 30 min and for 1 h in TBS. Sections were then incubated overnight at 4 °C with antibodies against misfolded Tau (MC1, 1:100, and UBB^+1^ (Ubi2A, 180398, 1:500). All dilutions were in 0.05 M Tris buffered saline (0.15 M with 0.25 M gelatin and 0.5 % Triton X-100, pH 7.4) [10, 41]. Subsequently, sections were incubated with donkey–anti-mouse or donkey–anti-rabbit antibodies (Jackson Laboratories), both biotinylated (1:400) and ABC (Vector, 1:400) and subsequently stained with DAB as described above.

**Table 1:** Clinico-pathological information of non-demented controls and AD patients

Number	Age (years)	Sex (F/M)	Braak stage^a^	Neurofibrillary tangles brainstem^b^		Amyloid^a^	Brain weight (g)
				LC	PBNl		
1	52	M	0	+	−	0	1,424
2	59	F	0	+	−	0	1,523
3	87	M	3	++	−	Sparse	1,245
4	68	M	5	+++	++	Frequent	1,312
5	63	M	6	+++	++	Frequent	980
6	64	F	6	+++	++	Frequent	1,250

All specimens were fixed in 4 % buffered formalin for 6 weeks

*LC* locus coeruleus, *PBNl* lateral parabrachial nucleus, − no immunoreactivity of neurofibrillary tangles or neuropil threads, + minor immunoreactivity of neurofibrillary tangles or neuropil threads, ++ considerable immunoreactivity of neurofibrillary tangles or neuropil threads, +++ intense immunoreactivity of neurofibrillary tangles or neuropil threads

^a^Based upon examination of temporal cortex and hippocampus

^b^Based upon MC1 staining for misfolded Tau

## Results

### Systemic phenotyping in the German Mouse Clinic

The primary phenotyping protocol in the German Mouse Clinic (GMC) included the measurement of more than 240 parameters in the areas of allergy, behavior, bone and cartilage, cardiovascular diseases, clinical chemistry, energy metabolism, eye development and vision, immunology, respiratory function, molecular phenotyping, neurology, nociception, and pathology [13, 15, 16]. As we expected that some mutant phenotypes might be associated with the aging process, UBB^+1^ tg mice and control animals were analyzed for phenotypes in two cohorts at the ages of about 3 and 12 months. Mice of both age cohorts were analyzed in the primary screening protocol within 8 weeks of the modal age. Significant phenotypic differences between UBB^+1^ tg and wild-type control mice that are presented here were found for respiratory function. In addition, we observed significantly altered parameters in metabolism, behavior and hippocampal gene expression, which are described in the supplementary information.

### Spontaneous breathing patterns

Spontaneous breathing patterns were measured at rest and at activity, i.e., during calm sitting and short periods of sleeping and while animals were exploring the test chamber, respectively. Data were analyzed for each gender separately. At 3 months of age, significant genotype-dependent respiration differences between control mice and UBB^+1^ tg mice were detected for male mice during activity. In this group, the respiratory rate in UBB^+1^ tg mice was 8 % higher mostly due to a shorter expiratory time (Fig. 1a; S4). In addition, a slightly increased relative duration of inspiration was also observed in male UBB^+1^ tg mice compared to wild-type control mice (6 % increase, *p* < 0.001). The spontaneous breathing of UBB^+1^ tg mice was even more affected at the age of 12 months when respiratory timing was significantly altered in male UBB^+1^ tg mice during activity and at rest (Fig. 1b, c). The trend towards longer time of expiration and shorter relative duration of inspiration during aging was consistent among UBB^+1^ tg males (Fig. 1b, c; Fig. S5) and females (Fig. S1, S5) in comparison to the respective wild-type control groups. At 12 months of age, male UBB^+1^ tg mice exhibited significantly shorter relative duration of inspiration at rest (90 ± 3 %, Fig. 1b) and during activity (94 ± 3 %, Fig. 1c) compared to male wild-type control mice (set to 100 %). Since the inspiratory time and the mean inspiratory flow rate were not significantly affected in male UBB^+1^ tg mice (Fig. S5), the observed shorter relative duration of inspiration values was primarily due to an elevated expiratory time. The mean expiratory flow rate was significantly lower at rest (83 ± 4 %) and activity (91 ± 4 %) in UBB^+1^ expressing tg mice compared to the corresponding male control group (set to 100 %), which is most likely due to the differences in the expiratory time (Fig. 1b, c). Thus, overall the spontaneous breathing pattern of male transgenic UBB^+1^ mice was affected by a statistically significant increase of the expiratory time over age. In contrast, the male wild-type control group had a tendency towards reduced expiratory time over age. Female transgenic mice at 12 months of age and male transgenic mice at 18 months of age showed similar trends, which became significant for the latter (*p* < 0.05; Fig. S1, S2). Absolute values for the spontaneous breathing parameters are provided in the supplementary figures S4, S5 and S6.

**Fig. 1:**
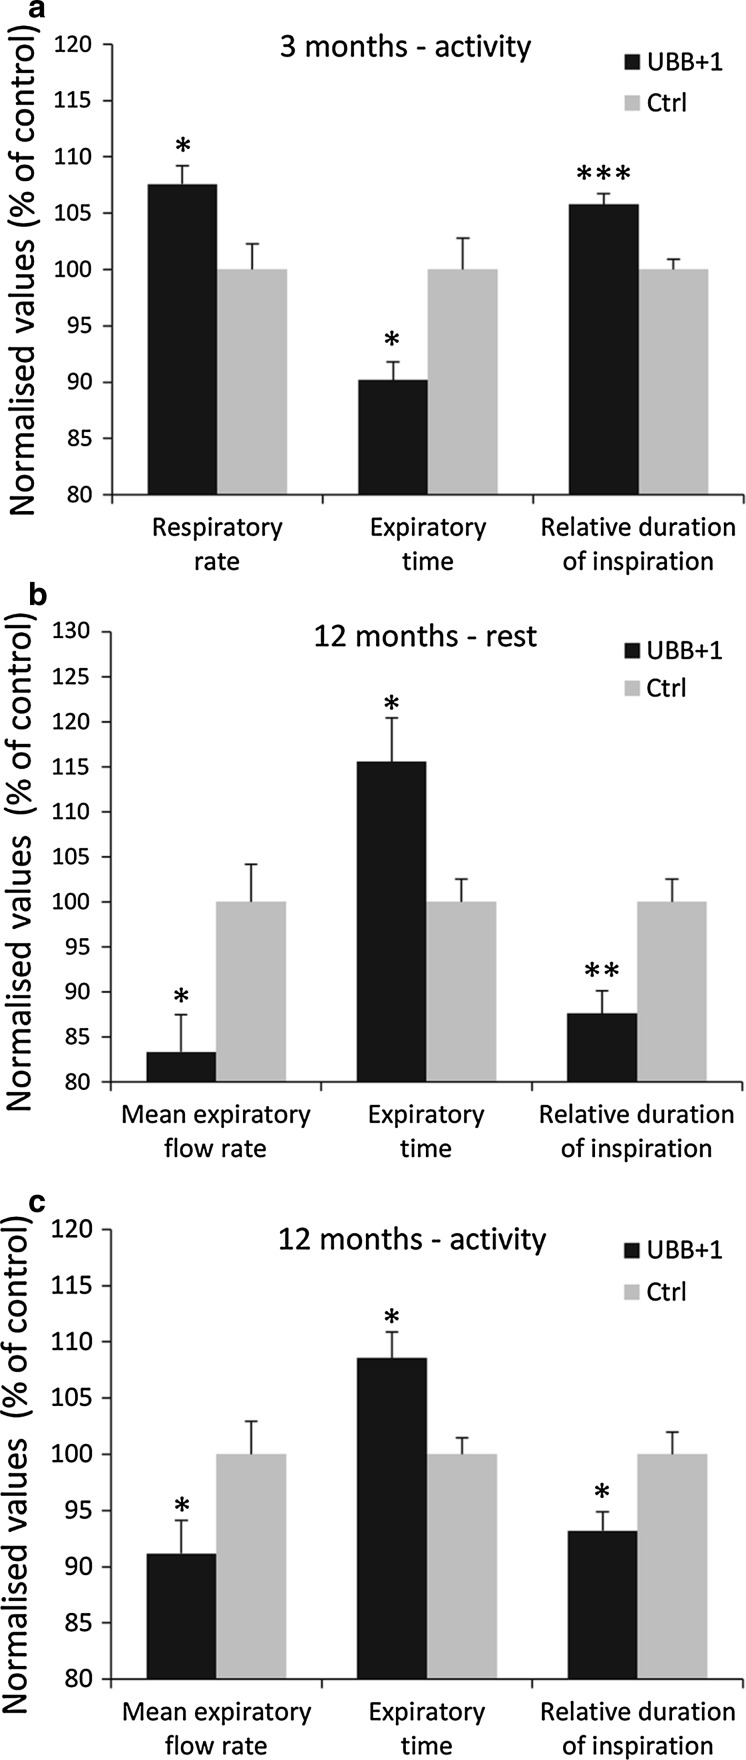
UBB^+1^ tg spontaneous breathing patterns measured by whole body plethysmography. Male UBB^+1^ tg (*black bars*) and control mice (*grey bars*) at the age of **a** 3 months and **b**, **c** 12 months were analyzed (*n* = 6 for all groups). **a** Shows the respiratory rate (f), expiratory time (Te), and relative duration of inspiration (Ti/TT) for male mice under activity. **b**, **c** Show the mean expiratory flow rate (MEF), expiratory time (Te), and the relative duration of inspiration (Ti/TT) at the age of 12 months at rest and under activity, respectively. The mean values for the indicated parameters of the control group were set to 100 % and significance by Student’s *t* test is indicated by *p<0.05, **p<0.01, ***p < 0.001; *error bars* represent SEM

The altered spontaneous breathing pattern of the UBB^+1^ transgenic mice is not a mutant phenotype that causes obvious or severe suffering of the mice. The UBB^+1^ transgenic mice appear externally healthy and it is a mutant phenotype that is not apparent by gross inspection of the mice. However, within the primary lung screen of the German Mouse Clinic, which assesses the spontaneous breathing pattern by whole body plethysmography, we rarely observe such a consistent and clear mutant phenotype at least among mouse lines that externally appear rather normal.

To exclude the possibility that the observed differences in breathing patterns between transgenic and wild-type mice were merely caused by altered lung function per se, we tested various lung function parameters, including lung volume, mechanics, and gas exchange. None of the measured parameters were altered in UBB^+1^ tg mice compared to the wild-type control mice (Fig. S3), suggesting that differences in breathing pattern are not due to lung dysfunction per se but rather due to changes in respiratory regulation.

### Breathing response to hypoxic and hypercapnic conditions

The breathing pattern of vertebrates with lung respiration is tightly controlled by the partial pressures of carbon dioxide and oxygen in the blood. Peripheral and central chemoreceptors ensure that increased concentrations of blood carbon dioxide (hypercapnia) or decreased levels of blood oxygen (hypoxia) result in increased respiratory efforts. To test the functionality of these feedback loops and to further examine the relevance of the observed changes in the spontaneous breathing pattern, 18-month-old UBB^+1^ tg and control mice were exposed to hypercapnic or hypoxic conditions.

Under hypoxic conditions, the most prominent response in all mice of the transgenic as well as the control group was observed for the tidal volume (Fig. 2b), which increased about 1.5-fold with 8 % O_2_ in the respiratory air in comparison to normal air (about 21 % O_2_). When hypoxic conditions were combined with hypercapnic conditions (3 % CO_2_ in the respiratory air), the tidal volume further increased almost twofold. The combined challenge of hypercapnic and hypoxic conditions also increased the relative duration of inspiration by about 170 % (Fig. 2d), indicating that it took the animals more time to inhale the increased tidal volume. All values returned to baseline conditions within a 15-min recovery period. Even though UBB^+1^ tg animals and control mice showed a similar increase in tidal volume under hypoxic conditions at 8 % O_2_, they showed significant differences in two other parameters under this condition. Thus, the respiratory rate in UBB^+1^ tg mice declined to about 75 % at 8 % O_2_ (206.7 ± 8.3 min^−1^) whereas this parameter was only slightly changed in control animals (about 90 %; 246.8 ± 8.4 min^−1^; *p* < 0.001; Fig. 2a). Secondary to this, the minute ventilation was also significantly lower in UBB^+1^ tg mice (Fig. 2c; *p* < 0.01). Interestingly, when adding the hypercapnic challenge of 3 % CO_2_ in the breathing air to the hypoxic challenge, the breathing patterns of UBB^+1^ tg and controls were not significantly different (Fig. 2a, c). In addition, we examined breathing patterns of mice exposed to 3, 5 and 8 % CO_2_ in the air (at normal oxygen conditions). Under these conditions, we did not observe differences between UBB^+1^ tg animals and wild-type mice (Fig. S7). These findings support the notion that the hypoxic response is primarily affected in UBB^+1^ transgenic mice. In contrast, the feedback loop for CO_2_ levels is apparently not affected in UBB^+1^ transgenic mice.

**Fig. 2:**
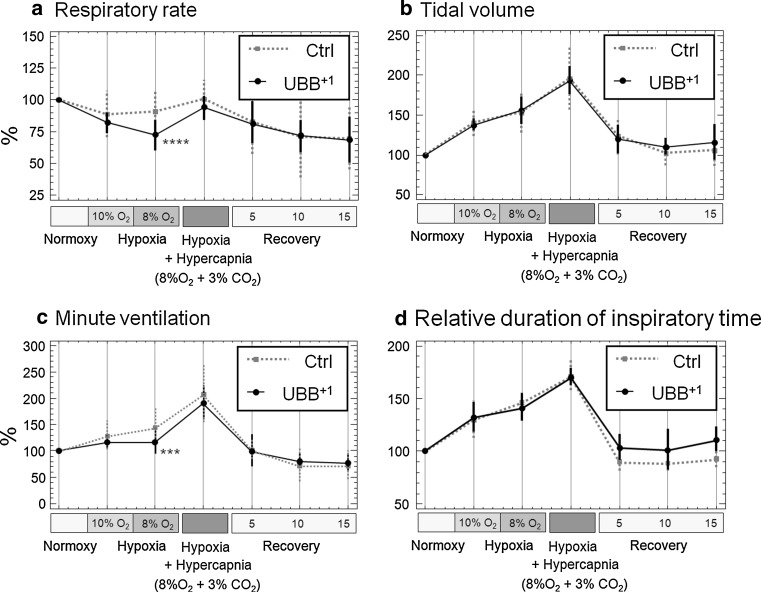
Ventilatory responses to hypoxic and hypercapnic conditions are affected by UBB^+1^ expression. Male mice at the age of 18 months (*n* = 8 for each group) were exposed to 10 and 8 % O_2_ (hypoxia) followed by a combined exposure of 8 % O_2_+3 % CO_2_ (hypoxia and hypercapnia) each for 7 min and a recovery period of 15 min. **a** Shows the respiratory rates (f), **b** shows the tidal volume (TV), **c** shows the minute ventilation (MV), and **d** shows the relative duration of inspiration time (Ti/TT). Values were calculated relative to baseline levels (set to 100 %) and significance by Student’s *t* test is indicated by ****p<0.001, ***p<0.01; *error bars* represent SEM. The response to hypercapnic conditions is shown in Supplementary Figure S7

### Anatomic localization of UBB^+1^ in the mouse brain

The expression of UBB^+1^ in brain sections of UBB^+1^ tg mice was examined using the UBB^+1^-specific Ubi3 antibody (bleeding 16-9-97) and a more sensitive procedure (avidin–biotin method) than previously used [11]. In the present study, hippocampal fibers in the CA region were positive, especially in the CA2 region (Fig. 3a, b). The intense fiber staining in the region where the CA3 borders the CA2 appears to reflect an increased fiber density. The incubation of mouse brain tissue with ^6^His tag UBB^+1^ and the pre-immune control serum resulted in an absence of immunopositive staining (data not shown). There was no staining in the brains of wild-type control mice.

**Fig. 3:**
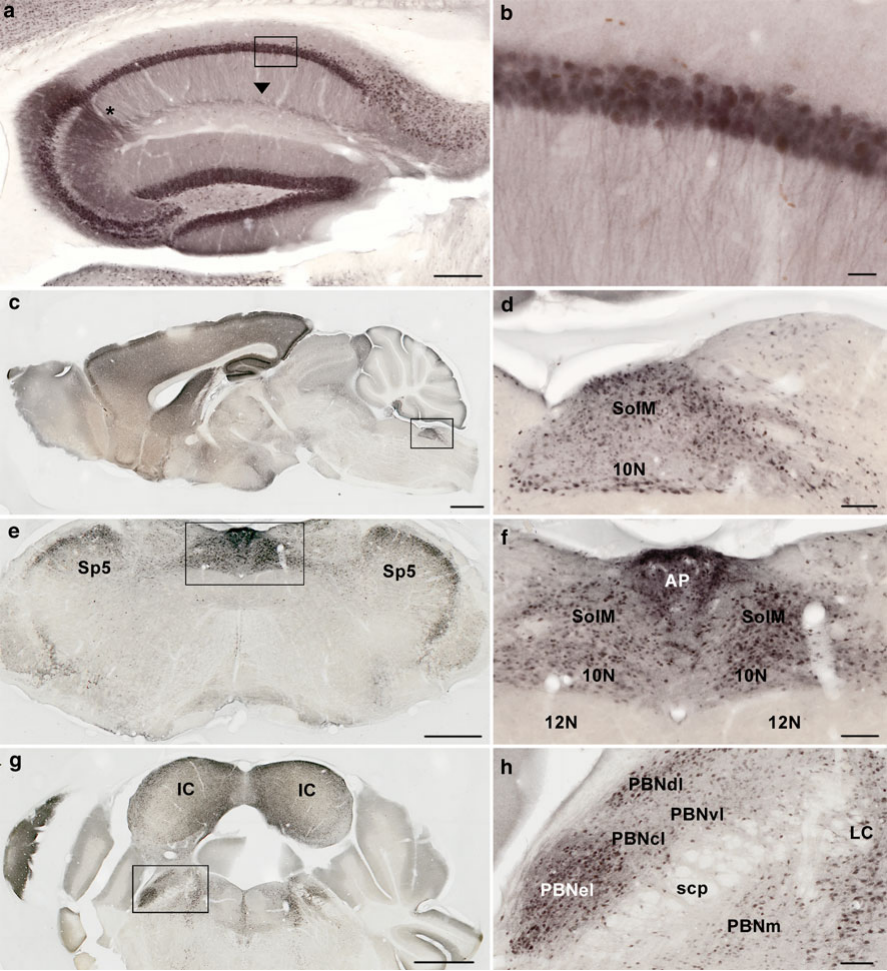
Immunohistochemical expression of UBB^+1^ in the brain of tg mice. UBB^+1^ staining of **a**, **b** hippocampus and **c**–**h** brainstem of male UBB^+1^ tg mice at the age of 15 months (hippocampus) and 3 months (brainstem) with the Ubi3 antibody (sagittal section, **a**/**b**). Hippocampal cells are immunoreactive for UBB^+1^. The fibers widespread in the hippocampus are also stained (see *boxed area* in **a**), especially in the region where the CA3 borders the CA2 (*asterisk*). Another region of more intense UBB^+1^ staining reflects the stratum lacunosum (*arrowhead*), apparently with crossing fibers of the perforant pathway. Sagittal (**c**, **d**) and coronal (**e**–**h**) sections of UBB^+1^ tg mice were incubated with Ubi3. **c** Note the expression of UBB^+1^ in the dorsal vagal complex (nucleus tractus of the solitarius, area postrema, dorsal motor nucleus of vagus nerve). **d** Region of dorsal vagal complex as indicated by the *boxed area* in **c** at a higher magnification. **e** Coronal section shows again the expression of UBB^+1^ in the dorsal vagal complex and **f** shows this region (*boxed area* in **e**) at a higher magnification. Note in **e** UBB^+1^ immunostaining in the spinal 5 nucleus. **g** Note the expression of UBB^+1^ in neurons of the different subnuclei of the parabrachial nucleus (*boxed area*). **h** Photograph of parabrachial nucleus at a higher magnification. Nomenclature based upon [14]. Abbreviations see paper. *Scales*: **a** = 200 μm, **b** = 20 μm, **c** = 1 mm, **d** = 100 μm, **e** = 500 μm, **f** = 100 μm, **g** = 1 mm, **h** = 100 μm

The present immunohistochemical staining procedure also enabled a superior anatomic localization of UBB^+1^ in other brain regions as compared to our previously published results [11]. In particular, in the brainstem of UBB^+1^ tg mice labeling with the Ubi3 antibody was prominent in regions associated with known functions in respiratory modulation (Fig. 3c–h). Both in the dorsal respiratory group (Fig. 3c–f) and the pneumotaxic center (Fig. 3g, h), UBB^+1^ immunoreactive nuclei were found. In UBB^+1^ tg animals, UBB^+1^ was present in specific areas of the dorsal vagal complex, such as the area postrema (AP), the nucleus of the tractus solitarius (NTS), and the dorsal motor nucleus of the vagus nerve (Fig. 3c–f). Strongly positive UBB^+1^ immunoreactive neurons were also present in the locus coeruleus (LC) and subnuclei of the parabrachial nucleus (PBN) (Fig. 3g, h), especially in the external lateral (PBNel) and dorsal lateral (PBNdl) subnuclei, which receive visceral inputs from the caudal NTS. The rodent external lateral nucleus is involved in respiratory function and in the modulation of respiratory responses to hypoxia and hypercapnia [35, 36]. In particular, the central respiratory control of the response to hypoxia was affected in UBB^+1^ tg mice (Fig. 2). These findings are consistent with the hypothesis that highly elevated UBB^+1^ expression might have mild toxic effects that could interfere with the normal neuronal function [42]. Mice were analyzed for UBB^+1^ expression at the ages of 3, 6, 15 and 18 months, but no differences among the four ages were found with respect to UBB^+1^ immunohistochemical staining, which is in agreement with previously published data [11].

### Anatomic localization of UBB^+1^ in the human brain

In the brainstem of sporadic AD patients (Braak stage #6 and less prominent in stages #3 and #5) comparable nuclei as in the UBB^+1^ tg mouse line 3413 mouse were stained positively for misfolded Tau and UBB^+1^ in the pneumotaxic centers of the brain (Fig. 4a–g), e.g., in the locus coeruleus, subcoeruleus, the lateral and medial parabrachial nuclei, the subpeduncular pigmented nucleus and the sagulum. Many neurofibrillary tangles, kinky and curly fibers can be seen (Fig. 4b, f, g). In the dorsal respiratory group, UBB^+1^ immunoreactivity was found in the nuclei surrounding the solitary tract (Fig. 4h, i). These stainings were not observed in stages #0. Also in the medulla, various nuclei around the solitary tract were immunoreactive for misfolded Tau (Fig. 4h–j) and UBB^+1^ (Fig. 4k, l). These anatomical data support the possibility of respiratory dysfunction in AD.

**Fig. 4:**
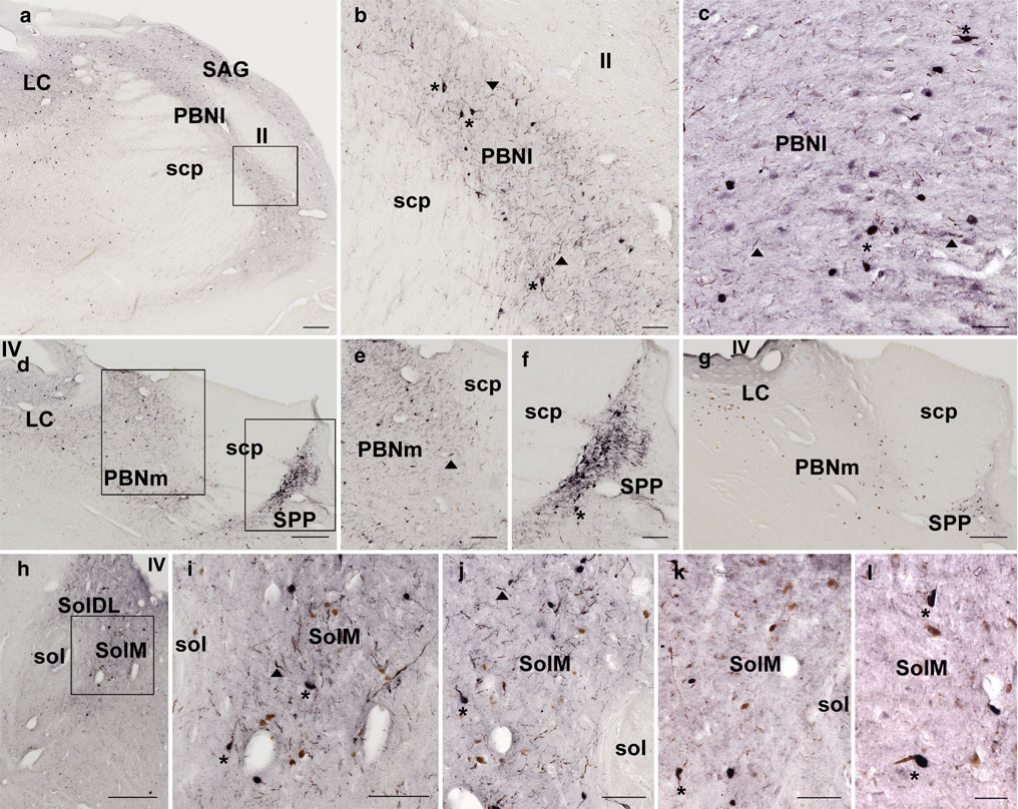
Immunohistochemical expression for misfolded Tau and UBB^+1^ in the human brainstem. Intense staining (MC1) for misfolded Tau (**a**, **c**–**f**, **h**–**j**) and UBB^+1^ (**c**, **g**, **k**, **l**) in various nuclei of the brainstem of patient # 5 (Braak stage 6). **a**–**c** Oral pons (Obex ± 25 mm, [32]) and **d**–**g** Oral pons (Obex ± 30 mm). **b**, **e** and **f** are larger magnifications of **a** and **d** respectively, as indicated by the *boxes* in **a** and **d**. Neurofibrillary tangles (*asterisk*) and neuropil threads (*filled triangle*) are stained in the locus coeruleus (LC), the medial (PBNm) and lateral parabrachial nucleus (PBNl). The PBNl is located between the superior cerebellar peduncle (scp) and the lateral lemniniscus (ll). The PBNm and subpeduncular pigmented nucleus (SPP) are located, medially and ventrolaterally respectively, to the scp. **h**–**l** More caudally in the medulla (Obex ± 5 mm) the ventral (SolM), dorsolateral (SolDL), other solitary subnuclei and the dorsal motor nucleus of the vagus show neurofibrillary tangles (**h**–**j**), that are UBB^+1^ positive (**k**, **l**). **i** is a larger magnification of the *boxed area* in (**h**). Note *brown* neuromelanin inclusions in **h**–**l**. *SAG* sagulum, *sol* solitary tract. *Scales*: **a**, **d**, **g**, **h** = 500 μm; **e**, **f**, **i**–**k** = 200 μm; **b**, **c** = 100 μm; **l** = 30 μm. *Asterisk*, neurofibrillary tangles by MC1 staining; *filled triangle*, neuropil threads

## Discussion

The precise role of the UPS in neurodegeneration and aging is not clear, but the partial impairment of its function in the mouse brain results in spatial memory deficits and changes in fear-related behavior [11, 24, 28]. In the present study, we extended these data using additional behavioral tests on UBB^+1^ tg mice (see also supplementary data) and report further phenotypic differences. Moreover, the intensity of the UBB^+1^ staining was remarkably enhanced by the improved immunohistochemical staining protocol enabling better localizations (Fig. 3a, b). Our data suggest that neurons involved in the central control of respiration are sensitive to long-term UPS inhibition via the expression of the UBB^+1^ protein. Although the observed differences were significant, the postnatal transgenic expression of UBB^+1^ seems to be rather well tolerated by mice, because the vast majority of the more than 240 parameters measured in the primary phenotyping protocol of the German Mouse Clinic did not show significant differences in comparison to control animals. This limited transgenic phenotype is in accordance with previous studies [11] where no signs of protein aggregations, neurodegeneration or other histological changes were observed. This finding might be explained by the rather modest reduction of proteasomal activity (at least 20 %) in brain tissue of UBB^+1^ tg mice [11]. The UBB^+1^ tg mouse line is to our knowledge the only existing in vivo model for the long-term, low level inhibition of the UPS. This feature models the human situation during aging and neurodegeneration, where chronic reduction of the UPS activity is observed [25]. To approximate the situation in humans, our systematic phenotyping was done with UBB^+1^ tg mice at 3 and 12 months of age. In both age groups, the same biological functions, namely respiratory function, behavior and metabolism were affected in the UBB^+1^ transgenic mice. In contrast to humans, a dramatic increase in the severity of the transgenic phenotype with age was not observed, which is in line with previous results [11] and which may be related to the relatively short life span of mice.

### UBB^+1^ phenotype affects respiratory function

The key findings of the respiratory function analysis were related to altered breathing patterns particularly in male UBB^+1^ tg mice, which affected the respiratory rate and respiratory timing. Respiratory timing was predominantly affected by a reduction of the relative duration of inspiration (Ti/TT) in combination with an increased expiratory time (Te). An affected breathing pattern per se is a rather unspecific finding, which could be due to several factors, (1) altered central breathing control, (2) impaired sensitivity of peripheral chemoreceptors, (3) altered respiratory muscle function, or (4) affected respiratory function per se. To address these different issues, we tested UBB^+1^ tg mice for respiratory lung function (lung volumes, mechanics, and gas exchange) and the ventilatory response to hypercapnic and hypoxic conditions, respectively. With regard to lung function, the parameters were not different in UBB^+1^ tg and wild-type mice. These findings indicated that the increased expiratory time is not related to an increased airway resistance that the gas exchange function of the respiratory system per se (4) is not affected by UBB^+1^ transgenic overexpression and that the alterations in breathing pattern are not caused by impaired respiratory muscle function (3). This conclusion is further supported by the hypercapnic and hypoxic challenge responses. A similar increase up to a factor of 2 in tidal volume in controls and UBB^+1^ tg mice was observed indicating that UBB^+1^ tg animals have normal thoracic muscle strength. To further distinguish between central (1) and peripheral (2) chemoreceptor sensitivity, mice were exposed to hypercapnic and/or hypoxic conditions and the ventilatory response was measured. The results show that the hypercapnic response was not affected in UBB^+1^ tg mice, while the hypoxic response was. UBB^+1^ tg mice showed declining respiratory rates with increasing levels of hypoxia, being 16.3 % lower than in controls at 8 % O_2_. As a result, minute ventilation was also significantly lower in UBB^+1^ tg mice. Interestingly, breathing differences between UBB^+1^ tg and control mice were virtually absent when the hypercapnic challenge of 3 % CO_2_ was added to the hypoxic challenge. This supports the conclusion that primarily the hypoxic feedback loop is affected in UBB^+1^ tg mice. Hence, these experimental results suggest that an altered central breathing control (1) is the most likely explanation for the observed phenotype.

In support of this hypothesis, we observed strong UBB^+1^ tg expression in various brainstem nuclei which are involved in the regulation of respiratory function. For example, the nucleus of the solitary tract (NTS), which is part of the dorsal respiratory group, was UBB^+1^ immunoreactive in all the different subnuclei. The caudal part of this nucleus receives afferent information from baroreceptors, mechanoreceptors and from central and peripheral chemoreceptors. Furthermore, it has been shown that the AP together with NTS project to the PBN [20], which comprises a second respiratory center positive for UBB^+1^ expression. Specifically, the external lateral and dorsal lateral PBN subnuclei were strongly UBB^+1^ immunoreactive. It has been reported that the external lateral PBN subnucleus in rodents has an important role in the respiratory response to hypoxic and hypercapnic conditions [35, 36]. This is of particular interest because UBB^+1^ tg mice showed differences in their response to hypoxia compared to the controls. Interestingly, it has previously been shown that the locus coeruleus area and the PBN are among the early targets of the AD-related cytoskeletal pathology, which suggests that parts of the brainstem respiratory centers are affected during AD progression [4, 33]. UBB^+1^ tg mice are not the only mouse model with altered respiration. For example, *Tau*-P301L transgenic mice show a breathing phenotype, which can be linked to *Tau* (*Mapt*) expression in defined nuclei of the brainstem such as the Kölliker-Fuse nucleus [8, 29]. Apart from respiratory dysfunction, swallowing impairments are common in AD patients and frequently lead to aspiration pneumonia [23]. The three phases of swallowing (oral, pharyngeal and esophageal) are regulated by central pattern generators in the brainstem and one of them is the NTS [27]. This suggests that there might be a functional link between the respiratory changes exhibited by the UBB^+1^ tg mice and the respiratory and swallowing dysfunctions in AD patients, because similar anatomical regions are affected as we have shown in our examination of the distribution of UBB^+1^ in the brains of AD patients. Intriguingly, it was also recently shown that the minute volume in AD patients under peak exercise conditions is reduced in comparison to a non-demented control group [3]. Our data suggest that this change in respiratory response in AD patients could also be due to a dysfunction of central breathing control.

### Conclusions

Our comprehensive phenotyping approach revealed a respiratory phenotype in UBB^+1^ tg mice, which prompted us to perform an extensive immunohistochemical UBB^+1^ analysis of the brainstem of these mice. In several areas involved in respiratory regulation such as the lateral parabrachial nuclei [35, 36] and the dorsal vagal complex, we detected intense UBB^+1^ immunoreactivity. Our data suggest that also in other AD mouse models respiratory function analysis needs to be addressed.

As UBB^+1^ tg mice are an animal model for early AD, we subsequently analyzed UBB^+1^ expression in AD patients and healthy individuals. In the human brainstem, UBB^+1^ immunoreactivity and misfolded Tau were seen in similar areas as in UBB^+1^ tg mice and they may well contribute to the selective vulnerability of the brainstem to AD [31]. A role of the lateral parabrachial nucleus in mediating the feedback control of inspiratory drive has been reported [35]. The dorsal respiratory group communicates with this area and shows UBB^+1^ immunoreactivity as well. It could well be that breathing dysfunction may play a major role in cognitive, behavioral and emotional impairments in early onset AD [22]. Also, a disproportional contribution of bronchopneumonia as a cause of death in AD patients is consistent with our findings that indicate breathing dysfunction as a contributing factor. With respect to respiratory function in aged patients and during AD per se, it has been noted that increased cardiorespiratory fitness in early-stage AD is associated with reduced brain atrophy as compared with non-demented individuals [6]. Moreover, it was recently reported that aerobic exercise has positive effects on mild cognitive impairment (e.g., [1]), underscoring the need to enhance respiratory function. Together with these published observations, our data might suggest that the examination of the respiratory system could be an important parameter for monitoring the progression of AD. It remains to be analyzed whether other cognitive disorders also display UBB^+1^ expression and neuronal pathology in central breathing control regions.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (DOC 1950 kb)

## Abbreviations

Ub: Ubiquitin
UBB: Ubiquitin B
UBB^+1^: Mutant ubiquitin B^+1^
UPS: Ubiquitin–proteasome system
AD: Alzheimer’s disease
PD: Parkinson’s disease
APP: Amyloid precursor protein
Ti/TT: Relative duration of inspiration
AP: Area postrema
IC: Inferior colliculus
LC: Locus coeruleus
ll: Lateral lemniscus
NTS: Nucleus of the tractus solitarius
PBN: Nucleus parabrachialis
PBNcl: Nucleus parabrachialis central lateral
PBNdl: Nucleus parabrachialis dorsolateral
PBNel: Nucleus parabrachialis external lateral
PBNem: Nucleus parabrachialis external medial
PBNl: Lateral parabrachial nucleus
PBNm: Medial parabrachial nucleus
PBNvl: Nucleus parabrachialis ventrolateral
scp: Superior cerebellar peduncle
sol: Solitary tract
SAG: Sagulum
SolDL: Nucleus of the tractus solitarius, dorsolateral part
SolM: Nucleus of the tractus solitarius, medial part
SPP: Subpeduncular pigmented nucleus
Sp5: Spinal 5 nucleus
10N: Dorsal motor nucleus of the vagus nerve
12N: Hypoglossal nucleus
IV: Fourth ventricle

# Supplementary material for: Long-term proteasomal inhibition in transgenic mice by UBB+1 expression results in dysfunction of central respiration control reminiscent of brainstem neuropathology in Alzheimer patients
**Source:** Acta Neuropathol. 2012 Jun 23;124(2):187–97. doi: 10.1007/s00401-012-1003-7
**Supplement:** Supplementary file 1 — Supplementary material 1

Long-term proteasomal inhibition in transgenic mice
by UBB+1 expression results in
dysfunction of central respiration control reminiscent of
brainstem neuropathology in Alzheimer patients

**SUPPLEMENTS**

- **Supplementary methods**
  - Analysis of lung function
  - Behavioral analysis
  - Metabolic phenotyping
  - RNA isolation and transcriptome analysis of the whole hippocampus
  - Immunoblot analysis of synaptic markers from hippocampus tissue
  - Microarray analysis of the CA3 region
- **Supplementary results**
  - Behavioral changes
  - Metabolic changes
  - Gene expression changes in the hippocampal formation
  - Transcriptomic changes in the hippocampal CA3 region
- **Supplementary discussion**
  - Behavioral changes and hippocampal gene expression
  - Metabolic changes
  - Transcriptomic and proteomic changes in the hippocampus
- **Supplementary figures**
  - Fig. S1. Spontaneous breathing pattern in female mice at the age of 12 months
  - Fig. S2. Spontaneous breathing pattern in male mice at the age of 18 months
  - Fig. S3. Lung function is not altered in male UBB+1 tg mice at the age of 18 months
  - Fig. S4.Data for spontaneous breathing pattern at the age of 3 months
  - Fig. S5.Data for spontaneous breathing pattern at the age of 12 months
  - Fig. S6.Data for spontaneous breathing pattern at the age of 18 months
  - Fig. S7. Ventilatory response to hypercapnic conditions at the age of 18 months
  - Fig. S8.UBB+1 tg mice behave differently than wt mice
  - Fig. S9. Lower food intake in female UBB+1 tg mice at 3 months of age
  - Fig. S10. Less metabolisable energy in UBB+1 tg mice at 3 months of age
  - Fig. S11. Diminished weight loss in UBB+1 tg mice upon a fasting challenge
  - Fig. S12. Regulation of synaptic markers in the hippocampus
  - Fig. S13. Genes not significantly regulated in UBB+1 tg mice versus controls
- **Supplementary tables**
  - Table S1. 274 genes are significantly (FDR<10%) regulated in the CA3 region of UBB+1 tg mice compared to control animals
  - Table S2. Selected significantly enriched functional annotations associated with the 274 genes regulated in the CA3 region of UBB+1 tg mice
  - Table S3. UPS-related genes regulated in the CA3 region of UBB+1 tg mice: biological functions and associated diseases
  - Table S4. Genes tested for mRNA expression by qPCR
  - Table S5. Sequences of the oligos used for qPCR
- **Supplementary abbreviations**
- **Supplementary references**

**Supplementary methods**

**1. Analysis of lung function**

Lung function measurements are described in detail elsewhere and are briefly introduced here.

**1.1 Whole body plethysmography**

A commercially available system from Buxco® Electronics (Sharon, Connecticut) was used to assess breathing patterns in unrestrained animals according to the principle described by Drorbaugh and Fenn (1955). It measures the pressure changes, which arise from inspiratory and expiratory temperature and humidity fluctuations during breathing. Calibration of the system allows to transform these pressure swings into flow and volume signals so that automated data analysis provides tidal volumes (TV), respiratory rates (f), minute ventilation (MV), inspiratory and expiratory times (Ti, Te), as well as peak inspiratory and peak expiratory flow rates (PIF, PEF). These data were stored online as mean values at 10 s intervals. Measurements were always performed between 8 a.m. and 11 a.m. to account for potential diurnal variations in breathing. The system was set up in a quiet room where temperature and humidity were kept constant throughout the measurements. Before each measurement, the system was calibrated and the actual barometric pressure, temperature, and humidity were supplied to warrant adequate calculations of flow rates and volumes. After placing the animals into the chamber, data recording was immediately started and was continued for 40 min. Mice underwent typical phases during the measuring period. Primarily, the animals were stressed so that the respiratory rate was highest at the beginning. Usually after 5 min. the animals became calmer, they slightly reduced their respiratory rate, and began to explore the chamber and start cleaning themselves – *phase of activity*. Later activity was more and more interrupted by phases of rest or even short periods of snoozing – *resting phase.* The frequency histogram of the respiratory rates was determined for each individual, and breathing was analyzed for the above mentioned parameters during the phases of activity and rest. In addition to the directly recorded parameters, mean inspiratory and expiratory flow rates (MIF, MEF) were calculated offline from the ratio of tidal volume and the respective time interval. The relative duration of inspiration (Ti/TT) was determined from the ratio of inspiratory time to total time required for the breathing cycle. Specific tidal volumes and minute ventilations (sTV, sMV) were calculated by relating the absolute values to the body weight of the animal.

**1.2 Lung function**

The anesthetized and intubated mouse was connected to a custom made computer-controlled piston-type servo ventilator which provides positive pressure ventilation and measures of lung volume and its subdivisions, respiratory mechanics (compliance and resistance), intrapulmonary gas mixing and alveolar-capillary gas transfer. Miniaturized pressure transducers were used to continuously measure airway opening pressure and oesophageal pressure. Concentrations of oxygen, carbon dioxide, labeled carbon monoxide (C18O), and helium are measured by a magnetic sector field mass spectrometer (modified M3, Varian MAT). During lung function measurements, the signals of interest were digitized and stored in a personal computer at a rate of 100-500 Hz. Before data analysis, the output signals of the mass spectrometer were corrected for the lag times of the mass spectrometer to obtain real time data. All measurements were performed in duplicate and the mean of both was used for further calculations. Lung function measurements include:

(i) *Lung volumes:* TLC (µl) total lung capacity; TLC/bw (µl/g) specific total lung capacity; IRC (µl) inspiratory capacity; FRC (µl) functional residual capacity; FRC/TLC relaxation volume; ERV (µl) expiratory reserve volume; VD (µl) conducting airway volume, i.e. series (Fowler) dead space volume from helium exspirogram; VD/TLC specific airway volume

(ii) *Respiratory mechanics*: Compliance and resistance: Cdyn (µl/cmH2O) dynamic compliance of respiratory system; CLdyn (µl/cmH2O) dynamic lung compliance; C (µl/cmH2O) static compliance of respiratory system; CL/TLC specific compliance of the respiratory system (µl/cmH2O/ml TLC); CL (µl/cmH2O) static lung compliance; CL/TLC specific lung compliance (µl/cmH2O/ml TLC); R (cmH2O/ml/s) respiratory system resistance; sR (cmH2O/s) specific respiratory system resistance (R x TLC)

(iii) *Intrapulmonary gas mixing*: SHe (mmHg/ml) slope of the alveolar plateau (phase III) from helium expirogram

(iv) *Alveolar-capillary gas transfer:* DCO (µmol/min/hPa) diffusing capacity for carbon monoxide; DCO/TLC specific diffusing capacity (mol/min/hPa/ml TLC).

**1.3 Ventilatory response to hypoxia and hypercapnia**

Assessing the ventilatory response to hypoxia and hypercapnia is a well-established method to detect disturbances in the regulation of respiration in man and in rodents . The commercially available system from Buxco® Electronics (Sharon, Connecticut) was modified and used to assess changes in breathing pattern in unrestrained animals while being challenged with hypercapnia or/and hypoxia. Following a standardized protocol animals were exposed to different levels of CO2 (3%, 5%, 8% CO2) for 7 minutes at each level. After a recovery period of 15 minutes mice were exposed to different levels of hypoxia (10% or 8% O2) or a combination of hypoxia and hypercapnia (8% O2 and 3% CO2), once more for 7 minutes at each level of exposure. The ventilatory response was assessed from the breathing pattern determined at each level of hypercapnic or hypoxic exposure during the 6th and 7th minute where stable breathing conditions had been reached. The following parameters were determined: Tidal volumes (TV), respiratory rates (f), minute ventilation (MV), inspiratory and expiratory times (Ti, Te), as well as peak inspiratory and peak expiratory flow rates (PIF, PEF), mean inspiratory flow rates (MIF), expiratory flow rates (MEF), relative duration of inspiration (Ti/TT), specific tidal volumes (sTV), minute ventilations (sMV).

**1.4 Statistical analysis of data**

Statistical analyses were performed using a commercially available statistics package (StatgraphicsÒ, Statistical Graphics Corporation, Rockville, MD). Differences between strains were evaluated by Students t-test. Statistical significance was assumed at p<0.05. Data are presented as mean values ± standard error of the mean (SEM).

**2. Behavioral analysis**

**2.1 Behavioral phenotyping**

For the modified Hole Board test (see detailed descriptions below and ) the animals were separated based on sex, but not genotype. Mice were analyzed at the age of 8-10 weeks (males: 15 controls and 15 transgenics; females: 15 controls and 14 transgenics) and at the age of 47-52 weeks (females: 15 controls, 15 transgenics; males: 15 controls, 14 transgenics). Mice were housed for two weeks in the German Mouse Clinic for acclimatization before testing. Three days before testing, an object (metal cube) was placed into the home cage and removed one day before testing.

Spontaneous alternation performance was tested at the age of 6 months (males: 14 controls and 13 transgenics) by using a symmetrical Y-maze. Each mouse was placed in the center of the Y-maze and was allowed to explore the maze freely during a 6-min session. The sequence and total number of arms entered were recorded. Percentage alternation is the number of triads containing entries into all three arms divided by the maximum possible alternations (the total number of arms entered minus 2) X 100. Data were statistically analyzed by analysis of variance (ANOVA) using SPSS software (SPSS Inc., Chicago, USA). For all analyses the chosen level of significance was p<0.05 and data are presented as mean values ± standard error of the mean (SEM). For the measurement of activity parameters females and males were grouped if there was no sex x genotype interaction, and not grouped, where there was one (i.e. in object exploration parameters).

**2.2 Modified Hole Board**

The modified Hole Board test allows the comprehensive analysis of a range of parameters known to be indicative of behavioral dimensions such as locomotor activity, exploratory behavior, arousal, emotionality, memory and social affinity in a single short test . It was carried out as previously described . The test apparatus consisted of a test arena (100 x 50 cm), in the middle of which a board (60 x 20 x 2 cm) with 23 holes (1.5 x 0.5 cm) staggered in three lines with all holes covered by movable lids was placed, thus representing the central area of the test arena as an open field. The area around the board was divided into 12 similarly sized quadrants by lines taped onto the floor of the box . Both box and board were made of dark grey PVC. All lids were closed before the start of a trial. For each trial, an unfamiliar object (a blue plastic tube lid, similar in size to the metal cube) and the familiar object (metal cube) were placed into the test arena with a distance of 2 cm between them. The familiar objects had been placed into the animals’ home cages 3 days prior to testing, and were removed one day before testing. The illumination levels were set at approximately 150 lux in the corners and 200 lux in the middle of the test arena.For testing, each animal was placed individually into the test arena and allowed to explore it freely for 5 min. The animals were always placed into the test arena in the same corner next to the partition, facing the board diagonally. The two objects were placed in the corner quadrant diametrical to the starting point. Exploration of an object was defined as sniffing or biting it, or touching it with the forepaws. During the 5 min trial, the animal’s behavior was recorded by a trained observer with a hand-held computed. Data were analyzed by using the Observer 4.1 Software (Noldus, Wageningen). Additionally, a camera was mounted 1.20 m above the center of the test arena, and the animal’s track was videotaped and its locomotor path analyzed with a video-tracking system (Ethovision 2.3, Noldus, Wageningen). After each trial, the test arena was cleaned carefully with a disinfectant.

**3. Metabolic phenotyping**

Mice were analyzed at a mean age of 18 weeks (males: 7 controls, 7 transgenics; females: 6 controls, 7 transgenics) and at a mean age of 60 weeks (males: 7 controls, 7 transgenics; females: 7 controls, 7 transgenics). During the test, all mice were single caged on plastic grid panels (0.5 cm grid hole diameter) to allow the collection of feces and spilled food. They were fed *ad libitum* for a period of 14 days. Mice 60 weeks of age were subsequently challenged by two days of food deprivation. Water was available *ad libitum* at all times. During the different feeding regimes body weight, food consumption (Fcon), rectal temperature (Tre), daily feces production (Fec), and the energy content of the feces (Efec) were measured, whereas energy uptake (Eup), metabolizable energy (Emet) and the food assimilation coefficient (Fass) were calculated from raw data. For the bomb calorimetric analysis, all egested feces was collected and separated from spilled food in three day intervals. Samples of lab chow and feces (~1 g) were dried at 60°C for two days, homogenized in a coffee grinder and squeezed to a pill for determination of energy content in a bomb calorimeter (IKA Calorimeter C7000). Energy uptake is determined as the product of food consumed and the caloric value of the food. To obtain metabolizable energy (Emet) the energy loss via feces and urine (2% of Eup; ) were calculated and subtracted from energy uptake. For statistical analysis, all values are presented as means ± SD. Two-way-ANOVA (SigmaStat, Jandel Scientific) was used to test for effects of the factors strain and sex. A linear model with body mass as covariate was applied for the comparison of genotype effects on food intake and metabolisable energy intake. Because mass loss during food deprivation strongly depended on initial body mass this variable was included as covariate in a linear model to analyse compensatory mass reduction in response to the challenge.

**4. RNA isolation and transcriptome analysis of the whole hippocampus**

Male wild type (n=10) and UBB+1 tg (n=13) mice of 9 months of age were decapitated after which brains were rapidly macroscopically dissected. The obtained hippocampi of both hemispheres were subsequently frozen separately in liquid nitrogen and stored at -80oC until further processing. One hippocampus was used for transcriptome analysis while the contralateral hippocampus was used for proteome analysis. RNA was extracted from a single hippocampus with a standard TRIZOL® (Invitrogen) and chloroform RNA extraction protocol. The integrity of the extracted RNA was assessed with a Bioanalyzer (Agilent, Santa Clara, CA) using the Agilent RNA 6000 Nano Kit. The RNA integrity number had to be at least 7.0 for the RNA sample to be used for cDNA synthesis. The cDNA synthesis was done by using Invitrogen SuperScript II Reverse Transcriptase kit (Invitrogen, Carlsbad, CA). We selected 33 genes based on their role in Alzheimer’s disease, UBB+1 processing, the UPS, autophagy and pre- and post-synaptic functioning (Table S4). We also analyzed a miscellaneous group of genes of interest which may play a role in other neurodegenerative diseases or are regulated by UBB+1. Primers for all 33 genes of interest and 3 housekeeping genes (Table S5) were designed with Primer3 Plus . All primers are intron spanning and produce a PCR-product with a size of 70 to 120 base pairs with specificity determined by BLAST analysis. The experiments were performed with a LightCycler® 480 and the LightCycler® 480 SYBR Green I Master kit (Roche). A validated assumption-free analysis of qPCR data based on the actual PCR efficiencies was used to calculate mRNA expression levels of all genes . A selection of five candidate housekeeping genes was made after which we applied the GeNorm program for calculating the most reliable housekeeping genes within this selection. The analysis revealed that 1) **hypoxanthine-guanine phosphoribosyl-transferase** (HPRT1), 2) 40S ribosomal protein S27a (RS27α) and 3) glyceraldehyde-3-phosphate dehydrogenase (GAPDH) were the most stable housekeeping genes. The geometric mean of the expression levels of HPRT1, RS27α and GAPDH for each sample was calculated to serve as a normalization factor. Statistical analyses were performed using GraphPad Prism (GraphPad, La Jolla, CA). Differences between strains were evaluated by the Mann-Whitney test. Statistical significance was reached at p<0.05. Data are presented as average values ± standard error of the mean (SEM).

**5. Immunoblot analysis of synaptic markers from hippocampus tissue**

The contralateral hippocampi (see section 4) were homogenized in lysis buffer (0.1% SDS, 0.1% Triton-X100, 1% glycerol, 1 mM EDTA, 1 mM EGTA, 1 mM Na3VO4, 30 mM NaF and 1x Complete protease inhibitor cocktail (Roche)) after which total protein was assessed with the Bradford protein assay (Bio-Rad). The concentration of total protein was equalized for all samples after which equal volumes of samples were loaded on an acrylamide gel for SDS-PAGE. Subsequently, the proteins were transferred to a nitrocellulose membrane (Bio-Rad) and immunoblotted for the following synaptic markers: glutamate [NMDA] receptor subunit epsilon-1 (GRIN2A/NR2A, Millipore, Billerica MA), **synaptosomal-associated protein 25 (SNAP25, Millipore**, Billerica MA**),** ionotropic glutamate receptor 2/3 (GLUR2, Millipore, Billerica MA), gamma-aminobutyric acid type B receptor subunit 2/3 (GABRB2, clone BD-17, Millipore, Billerica MA) and calcium/calmodulin-dependent protein kinase type II subunit alpha (CaMKIIa, Millipore, Billerica MA). Membranes were also immunoblotted for glyceraldehyde-3-phosphate dehydrogenase (GAPDH, clone 6C5, Fitzgerald, Acton, MA) as a loading control. Antibodies recognizing the synaptic markers were diluted 1:1,000 whereas the antibodies recognizing GAPDH were diluted 1:500,000. Primary antibodies were recognized by IRDye labeled secondary antibodies (Rockland, Gilbertsville, PA) which were diluted 1:10,000 and detected by using multi-fluorescence scanning with the Odyssey® system (LI-COR, Lincoln, NE). Statistical analyses were performed using GraphPad Prism (GraphPad, La Jolla, CA). Protein differences were evaluated by Mann-Whitney test. Statistical significance was set at p<0.05. Data are presented as average values ± standard error of the mean (SEM).

**6. Microarray analysis of the CA3 region**

Animals were sacrificed following a carbon dioxide asphyxiation protocol and the hippocampus was macroscopically dissected from UBB+1 tg and control mice at the age of 18 months (5-6 replicates). Whole brains were isolated and immediately frozen in liquid nitrogen cooled isopentane. Brain cryosections (35 µm) were fixed and stained according to a standard protocol provided by Zeiss (Germany). Briefly, sections were incubated in 75% ethanol (2 min, -20°C), stained with cresyl violet (Sigma), and destained in 100% ethanol. A PALM laser-microdissection unit was used to cut out the CA3 region of the hippocampus.Total RNA was isolated with the RNeasy Micro kit (Qiagen) including DNase treatment and only high quality RNA (RIN>7 on an Agilent Bioanalyzer) was used further. Total RNA (5 ng) was amplified using the MessageAmp II-biotin kit (first round) and the MessageAmp II-biotin Enhanced kit (second round). Amplified aRNA (10 µg) was hybridized on Affymetrix GeneChip® MOE 430 A/B arrays containing about 45 k probe sets. Staining and scanning was done according to the Affymetrix expression protocol. Data was analyzed with ChipInspector (Genomatix, ) using standard settings. Results were confirmed by Bioconductor tools implemented in CARMAweb (RMA, Limma t-test, FDR<10%; ). 

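Hbp1, which encodes a transcriptional repressor with an HMG box, was higher in CA3 of UBB+1 tg mice than of wild-type mice, with a log2 fold change of 0.95 (standard error 0.31, 6 against 5 mice on the MOE430A arrays). Cntnap2, which encodes a neuronal adhesion protein of the neurexin family, was higher with a log2 fold change of 0.76 (standard error 0.28). Ehd1, which encodes an ATPase of endocytic recycling, was lower with a log2 fold change of -0.60 (standard error 0.21). These 3 genes are listed in Table S1, and each had an adjusted p of 0.984 from limma over all probe sets of the array. Of the 274 genes of Table S1, 236 had a probe set annotated to that gene alone, and each was represented by its brightest probe set in the deposited RMA values. The other probe sets of the genes named were at 0.28, 0.14 and 0.01 for Hbp1, 0.12 and -0.04 for Cntnap2, and -0.21, -0.03 and -0.05 for Ehd1. None of the 236 genes passed a false discovery rate of 10% in limma over all probe sets, and 67 had an unadjusted p under 0.05 in the direction of the table. Adjusted over the list alone, 8 of the genes passed 10%. Since the list was chosen on these samples, this count is not independent evidence.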

The probe set 1427508_at was excluded from the analysis, since it detected a transcribed part (but not protein coding) of the CamKIIα promoter used for transgene expression. 

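The intensity of probe set 1427508_at was 5.17-fold higher in CA3 of UBB+1 tg mice than of wild-type mice. On the log2 scale, it was 9.03 ± 0.32 (SD, n = 6 mice) in UBB+1 tg mice and 6.66 ± 0.16 (SD, n = 5) in wild-type mice on the MOE430A arrays. The lowest UBB+1 tg mouse was at 8.45 and the highest wild-type mouse at 6.85, so that the genotypes did not overlap (exact permutation test, two-sided, p = 0.00216 over 462 splits). The log2 fold change was 2.37 (standard error 0.15, adjusted p = 0.000123 from limma), and this was the only probe set of the MOE430A array past a false discovery rate of 10%. The array annotation assigns it to Arsi, an arylsulfatase gene on chromosome 18 of GRCm38.p6 from 60911991 to 60919506, and Camk2a follows on the same chromosome from 60925307 to 60988152. The only probe set of Camk2a itself on this array, 1452453_a_at, was dim in both genotypes, at 3.90 ± 0.10 (SD, n = 6) and 3.92 ± 0.14 (SD, n = 5). On MOE430B Camk2a had 5 probe sets, of which the brightest, 1457311_at, had a mean of 10.66 and a log2 fold change of -0.08 (standard error 0.25, 6 against 6 mice), and 1437125_at one of -0.35 (standard error 0.22). Probe set 1427508_at was left out of all counts of regulated probe sets and genes.

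**Figure D1:**
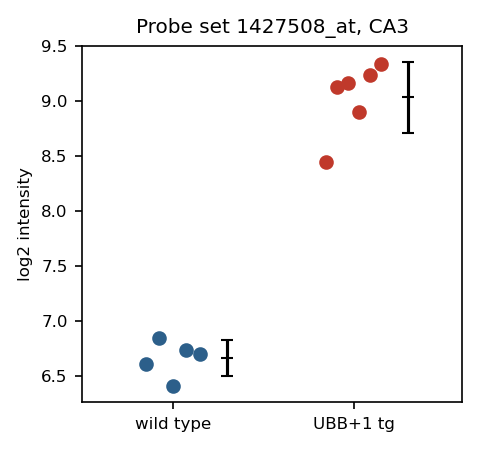
Log2 RMA intensity of probe set 1427508_at (vertical axis) in CA3 of each wild-type mouse (blue) and each UBB+1 tg mouse (red), with the mean and SD in black. The UBB+1 tg mice lie between 8.45 and 9.34 and the wild-type mice between 6.41 and 6.85.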

Statistically significantly regulated genes were further analyzed using the Ingenuity Pathway software and heat maps were generated with the tools provided by CARMAweb. Array data has been submitted to the Gene Expression Omnibus database (GSE13691).

**Supplementary results**

**1. Behavioral changes**

Behavioral analysis of spontaneous activity in a novel environment was measured by the modified Hole Board test . In mice at the age of 3 months, the path shape analysis revealed that UBB+1 tg mice of both sexes travelled with fewer changes in direction of movement, as measured by lower turn angles and less meandering (Fig. S8A) compared to the wild type control group. However, no differences were found in transgenic mice with regard to the remaining parameters of forward locomotion such as line crossings, total distance travelled and velocities (data not shown). With respect to the exploration of the familiar and the unfamiliar object present in the arena during the test (for details see supplementary methods), UBB+1 tg mice explored the familiar object less than wild type animals, which was significantly more pronounced in female mutants (Fig. S8A; genotype effect: F (1, 56) = 5.675, p < 0.05; genotype x sex interaction: F (1, 56) = 4.277, p < 0.05). Independent of the sex, UBB+1 tg mice showed a trend to explore the unfamiliar object more intensively than control animals (Fig. S8A; genotype effect: F (1, 56) = 3.203, p = 0.08). This pattern produced a positive object recognition index in mutants, in contrast to controls (0.07  0.06 vs. -0.19  0.06; p < 0.01).

The analysis of mice at the age of 12 months (Fig. S8B) revealed no genotype effect on locomotion-related parameters, but UBB+1 tg mice travelled a greater distance to the board, which represents an exposed area in the middle of the test apparatus, possibly indicating increased anxiety. Regarding vertical exploration, UBB+1 tg mice of both sexes exhibited rearings to the board later than controls, but the total number of rearings was the same (Fig. S8B and data not shown). We also observed changes in object exploration with UBB+1 tg mice of both sexes spending less time with the familiar object than controls (Fig. S8B; genotype effect: F(1,56) = 4.783, p < 0.05). There were no genotype effects on any other measured/studied parameter.

The changes in path shape which were observed in UBB+1 tg mice at the age of 3 months were not present in older animals. Concerning object exploration, like the younger mutants the older ones also explored the familiar object less than controls. However, object memory, indicated by a positive object recognition index, did not differ between UBB+1 tg mice and controls at 12 months.

In addition to the modified Hole Board Test, we studied a hippocampus-dependent learning paradigm, i.e., the spontaneous alternation in the Y-maze that represents a measure of spatial working memory (, Fig. S8C/D). UBB+1 tg mice at the age of 6 months revealed significantly reduced levels of spontaneous alternation compared with wild-type controls (60% versus 71%; p<0.05). The total number of arm entries during Y-maze testing was not significantly different between the groups. Therefore, in this test the levels of exploratory activities were not affected.

**2. Metabolic changes**

The monitoring of body mass, food intake and body temperature during *ad libitum* conditions and in response to a food deprivation challenge revealed specific genotype related differences in UBB+1 tg mice compared to control mice at three and twelve months of age. During *ad libitum* feeding body mass and body temperature did not differ between control and tg mice at three and twelve months of age whereas food intake and metabolisable energy adjusted to body mass trended to be decreased (3 months old UBB+1 tg mice, food intake: genotype p = 0.0533, metabolizable energy: genotype p = 0.0395; 12 months old UBB+1 tg mice, food intake: genotype p = 0.0536, metabolisable energy: genotype p = 0.0609, Fig. S9/10). At twelve months of age but not in younger mice the assimilation efficiency calculated as the ratio of energy extracted from food was significantly reduced in UBB+1 tg mice (genotype p = 0.0319, data not shown). Mice at this age were also exposed to a 2 days food deprivation challenge, where especially male UBB+1 tg mice showed a weaker body mass loss in response to the fasting challenge (7-15% lower, Fig. S11). Differences in the compensatory reduction of body temperature during the fasting challenge could not be detected between wild type and tg mice (data not shown).

**3. Gene expression changes in the hippocampal formation**

Using assumption free quantitative qPCR, we studied the expression in the hippocampal formation of a panel of genes mainly defined by their known role in AD, UPS and pre- or postsynaptic functioning. Of the 35 genes tested, 7 were significantly upregulated in the UBB+1 tg mice versus controls. They comprise five proteins involved in synaptic functioning: GRIN2A (151%), CAMK2A (151%), SNAP25 (143%), GABRB2 (134%) and GLUR2 (129%) as shown in Fig. S12A, as well as 14‑3‑3 *zeta (ζ)* 260%) and APP (158%; Fig. S12D). 27 other genes involved in synaptic functioning, AD, UPS. Autophagy, or other functions were not statistical significantly regulated (Supplementary Fig. S13).

We next analyzed the protein levels of those genes, which were regulated on mRNA level, by Western blotting or immunohistochemistry. Contrary to the transcript data most of the synaptic proteins did not show a significant difference at the protein level or were even regulated in the opposite direction in case of GABRB2 (Fig. S12B/C). 14-3-3 zeta (ζ) was the only gene with consistent regulation on transcript and protein levels. Immunohistochemical staining clearly showed increased expression of 14‑3‑3 zeta protein in the CA1 region of the hippocampus (Fig. S12E) and it was significantly upregulated in 22 months old UBB+1 tg mice to 186% of normal levels (personal communication Prof. Dr. K. Marcus and Dr. T. Schulenborg, Bochum, data not shown). 14‑3‑3 zeta functions as a heat shock protein and is known to be involved in many processes such as the solubilization of aggregated proteins.

**4. Transcriptomic changes in the hippocampal CA3 region**

In our expression analysis by qPCR of synaptic markers in the whole hippocampus most of the observed changes were below 1.5-fold. This might in part be caused by the cellular heterogeneity of the hippocampal formation where genes might only be regulated in specific subregions making it difficult to detect expression differences. We therefore studied gene regulation in the hippocampal CA3 subregion, which is known to be relevant for memory functions . 

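Gene expression in the CA3 field was compared between UBB+1 tg mice, which express the frameshifted human ubiquitin B under a CamKIIα promoter, and wild-type mice of 18 months. From laser-cut CA3 tissue, 5 ng of total RNA was amplified in 2 rounds, labelled with biotin and hybridized to 2 kinds of 1-colour array with different probe sets. The deposited values hold 6 UBB+1 tg and 5 wild-type mice on MOE430A and 6 mice of each genotype on MOE430B. Animals are named by genotype and number, and wt331 is on MOE430B only. The authors made the values with RMA (background correction, quantile normalization and summary of the single probes of each probe set), separately for each kind of array. The MOE430A values are whole-number linear intensities and were log2-transformed, and the MOE430B values are already on the log2 scale. Their medians were 6.32 to 6.34 per array on MOE430A and 5.49 to 5.50 on MOE430B, and the number of arrays limits the precision.

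Control probe sets were left out, and 22625 probe sets of MOE430A and 22511 of MOE430B were tested with limma 3.58.1, each array by itself, with the Benjamini-Hochberg adjustment and a false discovery rate of 10%. A gene was represented by the brightest of the probe sets annotated to it alone, from MOE430A where it had one there. This covers 12392 genes on MOE430A, 9608 on MOE430B and 18193 on either. ChipInspector works on the single probes, which the values no longer contain, so that step was not repeated.

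The difference between probe sets for the 3' and the 5' ends of Gapdh and β-actin, which is larger where the amplified RNA reaches less far toward the 5' end, was 4.61 ± 0.83 (SD, n = 6) log2 units in UBB+1 tg mice and 4.10 ± 1.45 (SD, n = 5) in wild-type mice on MOE430A (exact permutation test, two-sided, p = 0.435). Clustering of all probe sets parted the animals into 3 array sets, the same animals on both kinds of array. In animals tg271, wt287 and wt290 this difference was 2.65 to 3.43 on MOE430A (low set). In 4 UBB+1 tg and 2 wild-type animals it was 4.44 to 4.62 (middle set), and in animals tg270 and wt289 it was 6.05 to 6.10 (high set). The array sets were found in the values, are samples and not conditions, and served as a block in an additional fit.

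**Figure D2:**
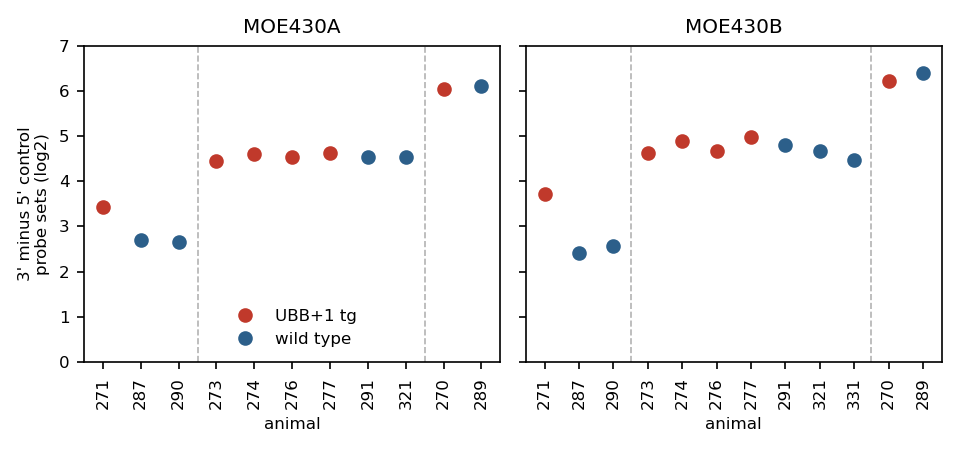
Log2 difference between the 3' and 5' control probe sets of Gapdh and β-actin (vertical axis, mean of both genes) for each animal (horizontal axis) on MOE430A and MOE430B, with UBB+1 tg mice in red and wild-type mice in blue. Dashed lines part the low, middle and high array sets, which hold 3, 6 and 2 animals on MOE430A, each with both genotypes.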

The CA3 region was isolated by laser-microdissection from histological cryo-sections of the hippocampus and used for transcriptome profiling on Affymetrix MOE 430 A/B arrays. We analyzed RNA derived from mice at the age of 18 months (n=6 for UBB+1 tg and n=5 for control mice). 

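Gng4, which encodes a γ subunit of heterotrimeric G proteins and lies on chromosome 13 of GRCm38.p6 from 13784059 to 13827895, had the lowest p of all probe sets on the MOE430B arrays. Its probe set 1447669_s_at was at 8.58 ± 0.18 (SD, n = 6) in UBB+1 tg mice and 7.65 ± 0.27 (SD, n = 6) in wild-type mice on the log2 scale, and all 6 UBB+1 tg mice were above all wild-type mice (exact permutation test, two-sided, p = 0.00216). This is a log2 fold change of 0.92 (standard error 0.12, adjusted p = 0.119 from limma). The other probe sets of Gng4, on MOE430A, had log2 fold changes of 0.20 and 0.03. On MOE430A the lowest p belonged to Ier5, an immediate early response gene, with a log2 fold change of 0.57 (standard error 0.11), and Icam2, which encodes an endothelial adhesion molecule, had one of -0.52 (standard error 0.12), both with an adjusted p of 0.984 from limma. The other probe sets of Ier5, both brighter, were at -0.05 and -0.02. Gng4, Ier5 and Icam2 were singled out after their values were seen.

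No probe set passed a false discovery rate of 10% in limma on either array. At an unadjusted p under 0.05 there were 788 probe sets on MOE430A, 432 higher and 356 lower in UBB+1 tg mice, where chance gives 1131. On MOE430B there were 687, 342 higher and 345 lower, where chance gives 1126. With the array set as a block, the counts past the false discovery rate were again 0 and 0 in limma, and those at an unadjusted p under 0.05 were 1627 and 1140. With changes of known size added to the residuals of these arrays, 70.1% of probe sets with a 2-fold change were recovered on MOE430A and 94.0% on MOE430B, and 40.3% and 71.6% of those with a 1.5-fold change. Since residuals hold no chance difference between the genotypes, these rates do not show what the real comparison would detect. With independent noise in their place, the rates were 82.1% and 95.5% for a 2-fold change and 59.7% and 74.6% for a 1.5-fold change. Such noise holds no array sets, between which 32.6% of the MOE430A probe sets and 17.9% of those of MOE430B differed. These rates therefore do not show either what the real comparison would detect, and changes of this size are not excluded. The probe set of Gng4 passed with the 3'-5' difference as a covariate (adjusted p = 0.0993 from limma), without the dim probe sets (0.0823) and without animal wt291 (0.0202), and also where genes with averaged probe sets were tested in place of probe sets (0.0484). In that test the single MOE430B probe set of Gng4 kept its value, and fewer items were tested.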

The statistical analysis of the array data with the ChipInspector software (Genomatix) identified 274 significantly regulated genes (FDR<10%) in UBB+1 tg mice in comparison to controls. 

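Among the genes with the largest positive fold changes in Table S1, the log2 fold change between UBB+1 tg and wild-type mice was 0.49 (standard error 0.24, 6 against 5 mice) for Slmap, a sarcolemma-associated protein, 0.65 (standard error 0.27) for the zinc finger gene Zfp445 and 0.56 (standard error 0.28) for Cadps, which encodes a priming factor of dense-core vesicle exocytosis. Zyg11b, Ogfrl1 and 0610010K06Rik were at 0.54, 0.42 and 0.65. Among those with the largest negative fold changes, Sst, the neuropeptide somatostatin of hippocampal interneurons, was at -0.82 (standard error 0.44), Syt17, a synaptotagmin, at -0.92 (standard error 0.50) and Fkbp2, a peptidyl-prolyl isomerase of the endoplasmic reticulum, at -0.89 (standard error 0.61). In Fkbp2, animal tg271 was at 11.3 where the other 5 lay between 8.77 and 9.68. The log2 fold change was -0.65 for l7Rn6, -0.22 for Ndufc2 and -0.02 for the brightest probe set of Sepw1, whose sign turned with a second quantile normalization, with the 3'-5' covariate and with the array set as a block, while its other probe set was at -1.11 (standard error 0.79). With the array set as a block the values were 0.35 for Slmap, 0.41 for Zfp445, 0.31 for Cadps, 0.27 for Zyg11b, 0.16 for Ogfrl1, 0.37 for 0610010K06Rik, -0.46 for Sst, -0.80 for Syt17, -0.35 for Fkbp2 and -0.38 for l7Rn6. The other probe sets were at -0.08 and -0.03 for Slmap, 0.21 and 0.28 for Zfp445, 0.59 and 0.01 for Zyg11b, 0.58 and 0.04 for Ogfrl1, 0.03 for 0610010K06Rik, -0.49 for Syt17 and -0.80 for l7Rn6. None of these genes passed the test, with adjusted p from 0.984 to 0.995 in the limma fit over all arrays, and Gm5578, Rapgef4, B230220B15Rik and LOC635087 had no probe set annotated to them alone.

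Of the 236 measured genes of Table S1, 223 (94.5%) had the sign of the table, which are 177 of the 189 listed as higher and 46 of the 47 listed as lower. The median log2 fold change was 0.44 for the former list and -0.60 for the latter, and single genes ranged from -1.02 for Tubb3 to 0.95. In 69 genes, the difference reached 1.5-fold in the direction of the table. Across genes, which are not independent replicates, the log2 fold changes correlated with those of the table with a Pearson r of 0.846 and a Spearman rho of 0.561. The table holds only values from 1.5 to 1.9 and from -2 to -1.5. Pearson r thus largely restates the agreement in sign, and neither value by itself shows agreement in size. These counts describe a list that was chosen on the same samples and are not independent evidence of its direction. Within the low, middle and high array sets, 196, 195 and 183 of the 236 genes had the sign of the table, and with the array set as a block 215 did, with medians of 0.31 and -0.34. Among wild-type mice alone, the middle minus the low array set had the sign of the table in 206 genes (87.3%), with medians of 0.61 and -0.79.

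**Figure D3:**
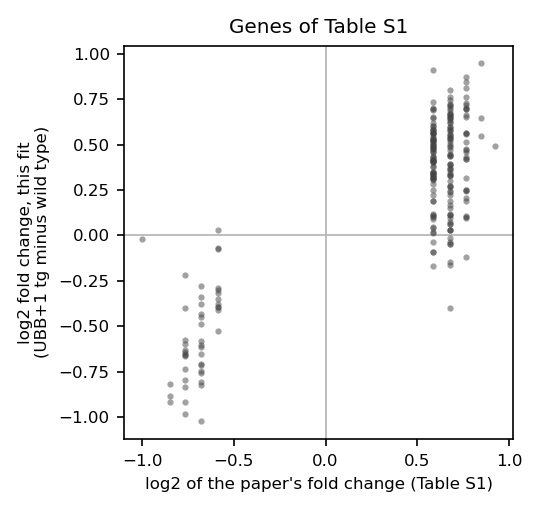
Log2 fold change of each measured gene of Table S1 (UBB+1 tg minus wild type, vertical axis) against the log2 of the paper's fold change (horizontal axis). Of the 236 genes, 223 lie in the quadrants where both have the same sign.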

Most of the transcripts were upregulated (218) with fold-changes up to about 2-fold (Table S1). To assess the predicted functions of regulated genes, we searched for significantly enriched pathways and functional annotations associated with these genes employing the Ingenuity Pathway Analysis software. The most significantly enriched terms (p<0.05) were related to neuron-specific functions (synaptic transmission, long term depression), UPS, locomotion and behavior of mice, calcium-related processes, exocytosis, and neurological diseases (Table S2). 

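Genes of calcium channels, pumps and signalling were higher as a group in CA3 of UBB+1 tg mice on MOE430A, with 31 of 45 measured genes higher and a median log2 fold change of 0.09 (camera, adjusted p = 0.0266; adjusted p = 0.626 with an estimated correlation). Cacna2d3, which encodes an auxiliary subunit of voltage-gated calcium channels, had a log2 fold change of 0.63 (standard error 0.15, 6 against 5 mice), and Cacng5, which encodes a regulator of AMPA receptors and is also on the list of CA2 markers, one of 0.71 (standard error 0.21). Atp2a2, the calcium pump of the endoplasmic reticulum, was at 0.46 (standard error 0.15) and Atp2c1, the pump of the Golgi apparatus, at 0.47 (standard error 0.17). All 6 UBB+1 tg mice were above the wild-type mean in these 4 genes. No gene of the list passed a false discovery rate of 10% in limma over all probe sets, 7 were higher and 1 was lower at an unadjusted p under 0.05, and 1 passed adjusted over the list alone. Of the calcium genes on either array, 6 are in Table S1, which had been read when the lists were written, and without them the adjusted p from camera was 0.424.

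Of 50 genes of exocytosis, 33 were higher (camera, adjusted p = 0.530). Syt11, a synaptotagmin, was at 0.43 (standard error 0.10), Unc13b, a vesicle priming factor, at 0.48 (standard error 0.20) and Bsn, which encodes the active zone protein bassoon, at -0.30 (standard error 0.11). None of these genes passed in limma over all probe sets, 2 were higher and 1 was lower at an unadjusted p under 0.05, and 1 passed adjusted over the list alone. Of 36 genes of the glutamatergic postsynapse, 17 were higher (camera, adjusted p = 0.616), with Homer2, a scaffold protein, at 0.80 (standard error 0.28), Lin7b at -0.44 and Grin2d, an NMDA receptor subunit, at -0.18. Of 9 genes of GABA signalling, 7 were higher (camera, adjusted p = 0.328). Of 30 genes linked to Alzheimer's disease, 18 were higher (camera, adjusted p = 0.371), with Sorl1, a sorting receptor of APP, at 0.48 (standard error 0.16), Aph1b, a subunit of γ-secretase, at 0.60 (standard error 0.23) on MOE430B and Adam17 at 0.24 (standard error 0.10).

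In all, 6 of 35 lists passed an adjusted p of 0.05 in camera on MOE430A and 0 of 33 on MOE430B, where 3 had an unadjusted p under 0.05. With an estimated correlation 0 of the 35 lists passed in camera, and 2 had an unadjusted p under 0.05. The calcium list lost its call with the 3'-5' difference as a covariate (adjusted p = 0.0722), with the array set as a block (0.160), in the middle array set alone (0.256) and with probe sets averaged (0.0520), and also without animal tg276 (0.0788), animal wt287 (0.0911) or animal wt290 (0.0916). The median of this list on MOE430A was 0.07 with the block. It was 0.14 in the middle minus the low array set among wild-type mice.

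**Figure D4:**
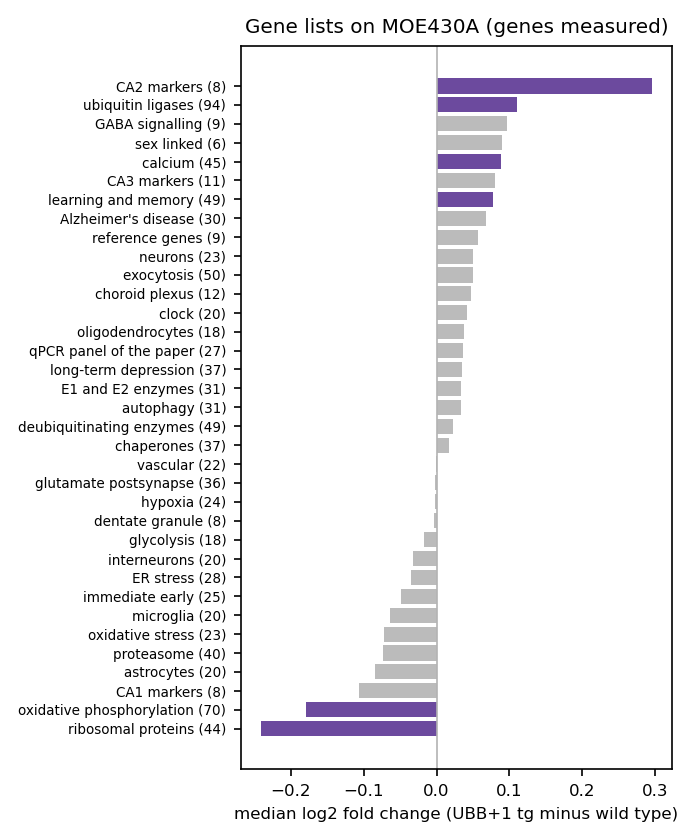
Median log2 fold change (UBB+1 tg minus wild type, horizontal axis) of each fixed gene list on MOE430A, with the number of measured genes in brackets. The 6 lists in purple had an adjusted p under 0.05 in camera with the preset correlation, and none had one with an estimated correlation.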

In our microarray analysis we did not observe an increased UBB expression in tissue from UBB+1 transgenic mice, most likely because the human transgene was not detected on the mouse arrays. However, we were able to confirm transgene expression by qPCR on whole hippocampus tissue as previously published (data not shown).

**Supplementary discussion**

**1. Behavioral changes and hippocampal gene expression**

The modified Hole Board Test allows the analysis of a range of behavioral parameters such as locomotor activity, exploratory behavior, arousal, emotionality, memory and social affinity in a single short test . This broad approach seemed to be suitable for UBB+1 tg mice, where the transgene is expressed in several brain regions (cortex, CA1-3, dentate gyrus, amygdala) known to be involved in these functions. Concerning the memory task within the modified Hole Board Test, mutant mice explored a familiar object less and explored an unfamiliar one more. Thus, young transgenic mice performed better in distinguishing between familiar and unfamiliar objects than control animals as also indicated by the positive object index, suggesting better object recognition memory. However, object memory was not improved in old mutants, but a decreased exploration of the familiar object was the most consistently altered parameter in UBB+1 tg mice of both ages. These results indicate that UBB+1 tg mice do not suffer from any deficit in object recognition memory. This finding does not necessarily contradict the published cognitive deficits of this mouse line, since those were related to spatial and associative learning, but not to object recognition. The subtle changes in path shape, rearing latency and distance to the board are of unclear relevance as they were not observed in tg mice of both ages. Other parameters reflecting locomotion (line crossings, total distance travelled, velocities, vertical exploration in the box) remained unchanged, indicating that there were no general alterations in locomotor or exploratory activity in the mutants. Also, anxiety levels as measured by time spent on the board were not altered. Taken together, in our behavioral analysis of UBB+1 tg mice we observed “subtle” but significant and reproducible changes regarding object exploration. In addition, we also identified an impairment of the hippocampus-dependent spontaneous alternation in the Y-maze test. In this regard it was interesting to see that our transcriptome analysis of the hippocampal CA3 region suggests changes in in regulation of genes, which could be directly linked to the observed phenotypic data (Table S2). Regulated transcripts are known to be involved in behavior-related functions (memory, locomotion, and conditioning) as well as general brain functions (synaptic transmission, long term depression). Also our gene expression analysis of whole hippocampus tissue (Fig. S12) indicates the significant regulation of genes related to synaptic functioning. 

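Genes of learning and memory were higher as a group in CA3 of UBB+1 tg mice, with 37 of 49 measured genes higher on MOE430A and a median log2 fold change of 0.08 (camera, adjusted p = 0.0111; adjusted p = 0.626 with an estimated correlation). Sstr2, which encodes a somatostatin receptor, had a log2 fold change of 0.25 (standard error 0.09, 6 against 5 mice) and was above the wild-type mean in all 6 UBB+1 tg mice. Nrgn, which encodes the calmodulin-binding postsynaptic protein neurogranin, was below it in all 6, with a log2 fold change of -0.34 (standard error 0.13). Of 37 genes of long-term depression, 22 were higher (camera, adjusted p = 0.838). Among them Prkca, a protein kinase C, was at 0.35 (standard error 0.21), Ppp2r1b, a subunit of protein phosphatase 2A, at 0.33 (standard error 0.17) and Nos3, endothelial nitric oxide synthase, at -0.13 (standard error 0.07). None of the genes of these lists passed a false discovery rate of 10% in limma over all probe sets or adjusted over the list alone. At an unadjusted p under 0.05 on MOE430A, 4 genes of learning and memory were higher and 2 lower, and none of long-term depression was.

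On MOE430B, 21 of 30 genes of learning and memory and 16 of 22 of long-term depression were higher (camera, adjusted p = 0.104 and 0.179), 2 of each at an unadjusted p under 0.05. Table S1 holds 16 of the 52 genes of learning and memory on either array, 14 of them listed as higher, and without these genes the adjusted p from camera on MOE430A was 0.380. The call for learning and memory was also lost with the array set as a block (adjusted p = 0.158), in the middle array set alone (0.458), without animal wt287 (0.0911) and without animal wt290 (0.0564). The median of this list on MOE430A was 0.07 with the block. It was 0.20 in the middle minus the low array set among wild-type mice. From the annotated functions of the regulated genes, the paper proposes that changes in CA3 could be linked to the behavioural phenotype.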

Our new data therefore extend the recent findings in UBB+1 tg mice and provide potential explanations at a molecular level.

**2. Metabolic changes**

We measured bioenergetic parameters in the context of body weight regulation and energy metabolism during *ad libitum* feeding and under food restricted conditions. We observed hypophagia under *ad libitum* feeding and a weaker response to the fasting challenge in UBB+1 mice. The observed effect of UBB+1 expression on bioenergetic parameters and gene expression is supported by previously published proteomic studies, where differential expression or modification of proteins related to energy metabolism was observed in the cortex of UBB+1 tg mice or in brains of AD patients or mouse models for AD . However, we did not observe any weight loss, which is known to precede diagnosis of AD, PD, and Huntington in humans and which has been published for several mouse models for AD . In contrast, Ubb-deficient mice have metabolic and sleep abnormalities leading to adult-onset obesity . This phenotype is caused by hypothalamic neurodegeneration and is reminiscent of an altered circadian rhythmicity, which is known to be tightly linked to metabolism . In our mouse model, UBB+1 protein was not detected in the hypothalamus and we did not observe any neurodegeneration in the brain. Given the importance of the UPS for the regulation of clock proteins , we cannot rule out the possibility that the partial proteasome inhibition by UBB+1 affects the circadian clock in distinct parts of the brain and thereby causes the observed metabolic changes.

**3. Transcriptomic and proteomic changes in the hippocampus**

Although the primary consequences of UPS inhibition take place on the protein level, these changes might also affect the transcript level. In line with this, we were able to identify regulated genes and biological functions in our analyses of whole hippocampus and the hippocampal CA3 region. In the whole hippocampus we observed the upregulation of 14‑3‑3 ζ in UBB+1 tg mice, both at transcript and protein levels. 14-3-3 ζ is mainly present in the CA1 region of the hippocampus and was not found to be differentially expressed in our analysis of the CA3 region. 

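Ywhaz, the gene of 14-3-3 ζ, was strongly expressed in CA3 at a similar level in both genotypes. Its brightest probe set, 1448219_a_at, was at 10.72 ± 0.51 (SD, n = 6) in UBB+1 tg mice and 10.78 ± 0.33 (SD, n = 5) in wild-type mice on the log2 scale of MOE430A. The log2 fold change was -0.06 (standard error 0.24, adjusted p = 0.993 from limma; exact permutation test, two-sided, p = 0.820). Its 95% interval from the limma fit runs from -0.59 to 0.48, which is 0.663-fold to 1.39-fold. Of the 7 probe sets of Ywhaz, 4 were higher in UBB+1 tg mice, and their log2 fold changes ran from -0.18 to 0.08. The gene lies on chromosome 15 of GRCm38.p6 from 36770261 to 36802984.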

The 14-3-3 ζ protein is known to be a heat-inducible molecular chaperone which is able to refold proteins after heat shock induction . The molecular mechanism as to how UBB+1 which does not aggregate itself induces a heat shock protein remains to be determined but it is known that UBB+1 is able to inducethe expression of heat shockproteins . Other upregulated transcripts were those for APP and genes involved in synaptic functioning. Most of these changes were below 1.5-fold, which might have hindered their detection at the protein level by western blotting. Another possible explanation for the poor correlation between our mRNA and protein levels might be post-translational modifications, which have been described previously for many proteins .

The UBB+1 protein is (poly)ubiquitinated by E2-25K/Ube2k and the E3 ligase TRIP12 . In addition, the C-terminus of UBB+1 is hydrolyzed by ubiquitin C-terminal hydrolase UCH-L3 . Although clearly involved in UBB+1 processing, none of these proteins was differentially expressed in hippocampal tissue of UBB+1 tg animals. However, we observed a significant enrichment of UPS-associated genes in our transcriptome analysis of the CA3 region (Table S3). 

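Genes of ubiquitin ligases were higher as a group in CA3 of UBB+1 tg mice on MOE430A, with 65 of 94 measured genes higher and a median log2 fold change of 0.11 (camera, adjusted p = 0.00454; adjusted p = 0.626 with an estimated correlation). Birc2, an inhibitor of apoptosis with ligase activity, had a log2 fold change of 0.39 (standard error 0.16, 6 against 5 mice), Cul4b, a cullin scaffold, one of 0.43 (standard error 0.18) and Trim33 one of 0.54 (standard error 0.24), and all 6 UBB+1 tg mice were above the wild-type mean in each. Marchf2, a membrane-bound ligase, was at -0.24 (standard error 0.11). Deubiquitinating enzymes were higher in 29 of 49 genes (camera, adjusted p = 0.953), with Otud4 at 0.41 (standard error 0.17) and Brcc3 at -0.35 (standard error 0.17). In Brcc3, animal tg273 was at 8.31 where the other 5 lay between 9.10 and 9.37. Of 31 genes of E1 and E2 enzymes, 19 were higher, with a median of 0.03, while the sign of the camera test was negative (adjusted p = 0.963). Among these Ube2j1 was at 0.37 (standard error 0.15) and Cdc34 at -0.58 (standard error 0.36). With the array set as a block, Ube2j1 was at 0.28 and Cdc34 at -0.25.

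None of the genes of these lists passed a false discovery rate of 10% in limma over all probe sets. At an unadjusted p under 0.05, 3 ligases, 2 deubiquitinating enzymes and 1 E2 enzyme were higher and none was lower, and adjusted over the list alone 1 deubiquitinating enzyme passed. Table S1 holds 7 of the ligase genes on either array, and without them the ligase list had an adjusted p of 0.0388 from camera. Its call was lost with the array set as a block (adjusted p = 0.0934), in the middle array set alone (0.697) and without animal wt287 (0.0911). With the block, 67 of the 94 ligases were still higher, with a median of 0.07. Within the low, middle and high array sets the medians were 0.15, 0.04 and 0.08. The middle minus the low array set among wild-type mice gave a median of 0.22 over the same ligases. On MOE430B, 38 of 63 ligases were higher, with a median of 0.01 (camera, adjusted p = 0.317).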

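Usp10, a deubiquitinating enzyme, showed the clearest difference among the genes of the ubiquitin–proteasome system in Table S3. It lies on chromosome 8 of GRCm38.p6 from 119910360 to 119957560, and its probe set was at 8.75 ± 0.20 (SD, n = 6) in UBB+1 tg mice and 8.20 ± 0.26 (SD, n = 5) in wild-type mice on the log2 scale of MOE430A. This is a log2 fold change of 0.55 (standard error 0.13, adjusted p = 0.984 from limma), and all 6 UBB+1 tg mice were above the wild-type mean (exact permutation test, two-sided, p = 0.00649). The proteases Usp45 and Usp14 were at 0.70 (standard error 0.35) and 0.11 (standard error 0.15), and the other probe sets of Usp14 were at 0.62 (1455829_at, standard error 0.26), 0.01 and, on MOE430B, -0.13. Among the ligases, Xiap, an inhibitor of apoptosis, was at 0.65 (standard error 0.35), Rspry1 at 0.53 (standard error 0.28), Ube3a at 0.51 (standard error 0.25) and Brwd1 at 0.48 (standard error 0.27). In Brwd1, animal wt290 was at 4.86 where the other 4 lay between 5.75 and 5.91. Pcmtd2 and Trim2 were at 0.39 and 0.37, and March7 was at 0.19, or -0.01 with the array set as a block, while its probe set 1436893_a_at was at 0.79 (standard error 0.27) and those on MOE430B between -0.03 and 0.03. Uba3, the E1 enzyme subunit for NEDD8, was at 0.54 (standard error 0.39). With the block, Usp10 was at 0.47, Xiap at 0.36, Rspry1 at 0.29, Brwd1 at 0.30, Uba3 at 0.27 and Pcmtd2 at 0.15. The other probe sets ran from -0.13 to 0.05 for Xiap, -0.14 to 0.09 for Ube3a, -0.15 to 0.23 for Brwd1 and -0.30 to 0.43 for Trim2, whose probe set on MOE430B with the highest intensity, 1459860_x_at, was at -0.04 (standard error 0.12). Those of Usp45 were at 0.56 and -0.02 and those of Uba3 at 0.50 and 0.13. The ubiquitin-like Mocs2 and Tbcel were both at 0.27, or 0.10 and 0.14 with the block, and Ddi2 had no probe set annotated to it alone.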

The 16 UPS-related genes (Psmc6, Psmc5, Xiap, Usp45, Ube3a, Usp10, Usp14, Brwd1, Mocs2, Uba3, Ddi2, March7, Pcmtd2, Rspry1, Tbcel, and Trim2) could be grouped according to their function in ligases (8 genes), proteases (3), proteasomal subunits (2) and ubiquitin-like proteins (3). Although the precise functions and molecular targets of most genes are unknown, twelve of the genes have been previously discussed in the context of neurological diseases (Table S3). For example, loss of Ube3a causes Angelmann syndrome, which is associated with learning deficits and impaired long-term potentiation and mice deficient in the ubiquitin ligase Trim2 or the protease Usp14 develop ataxia. Usp10 has been associated with an increased risk for glioblastoma and was recently shown to directly mediate the stability of p53. 

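Of 15 measured genes of the ubiquitin–proteasome system in Table S3, 14 were higher in CA3 of UBB+1 tg mice (n = 6) than of wild-type mice (n = 5), with a median log2 fold change of 0.39. By class these were all 7 ligases, the E1 enzyme subunit, all 3 proteases, both ubiquitin-like genes measured and 1 of 2 proteasomal subunits. Counted by the probe set that represents each gene, none of the 15 passed a false discovery rate of 10% in limma over all probe sets. By this count 1 (Usp10) had an unadjusted p under 0.05, and this gene also passed adjusted over the list alone. Mocs2, March7, Trim2 and Usp14 each had another probe set higher at an unadjusted p under 0.05 in limma (0.52, 0.79, 0.43 and 0.62). Their remaining probe sets did not reach this p. Since Table S3 was chosen on these samples, these counts are not independent evidence of its direction. Within the low, middle and high array sets, 12, 10 and 11 of the 15 genes were higher, and with the array set as a block 12 were higher with a median of 0.27. Among wild-type mice alone, 14 of the 15 were higher in the middle than in the low array set.

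**Figure D5:**
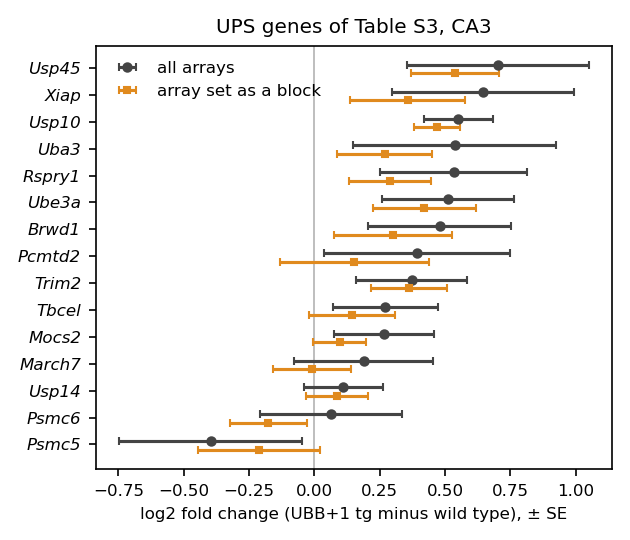
Log2 fold change (UBB+1 tg minus wild type, horizontal axis) with its standard error for each measured gene of Table S3, over all MOE430A arrays (grey circles) and with the array set as a block (orange squares). Usp10 has the smallest standard error of the 15 genes in the fit over all arrays, and Psmc5 is below 0 in both fits.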

The fact that most of the UPS genes were upregulated is suggestive of a compensatory effect. *The* short-term inhibition of the proteasome has been reported to result in a strong induction of proteasomal subunits, which we did not observe. 

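Genes of proteasomal subunits and activators did not pass the test as a group between UBB+1 tg and wild-type mice, with 27 of 40 measured genes lower on MOE430A and a median log2 fold change of -0.07 (camera, adjusted p = 0.261; adjusted p = 0.742 with an estimated correlation). The highest log2 fold change was that of Psmd1, a subunit of the regulatory particle, at 0.60 (standard error 0.37, 6 against 5 mice). Psmc2, one of the ATPases of the same particle, was at 0.26 (standard error 0.11), and Psmb8, a catalytic subunit of the immunoproteasome, at -0.51 (standard error 0.22). Psmd7 was at -0.54 (standard error 0.28) and the activator Psme1 at -0.38 (standard error 0.22). With the array set as a block, Psmd7 was at -0.39 and Psme1 at -0.21. None of the 40 genes passed a false discovery rate of 10% in limma over all probe sets or adjusted over the list alone, and 1 was higher and 1 lower at an unadjusted p under 0.05. With the array set as a block, the list passed as lower in camera (median -0.10, adjusted p = 0.00907; adjusted p = 0.819 with an estimated correlation), and with the 3'-5' difference as a covariate it did not, with 21 of 40 genes lower (median -0.01, adjusted p = 0.584). On MOE430B, 9 of 11 genes were lower (camera, adjusted p = 0.317). Psmd1 was named after its value was seen.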

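Psmc5, an ATPase of the regulatory particle of the proteasome, was at 10.58 ± 0.57 (SD, n = 6) in UBB+1 tg mice and 10.97 ± 0.72 (SD, n = 5) in wild-type mice on the log2 scale of MOE430A, a difference within the spread between animals. Its log2 fold change was -0.40 (standard error 0.35, adjusted p = 0.984 from limma; exact permutation test, two-sided, p = 0.346), with a 95% interval from -1.17 to 0.37. The single probe set of Psmc5, 1415740_at, was below the wild-type mean in 4 of 6 UBB+1 tg mice, and with the array set as a block it was at -0.21. The same probe set on MOE430B was at -0.67 (standard error 0.40, 6 against 6 mice, adjusted p = 1.00 from limma), or -0.51 with the block. The gene lies on chromosome 11 of GRCm38.p6 from 106256185 to 106263112. It was the only one of the 15 measured genes of Table S3 with a negative log2 fold change. The related ATPase Psmc6 was at 0.06 (standard error 0.27) in its brightest probe set, which turned to -0.18 with the array set as a block, and at 0.33 and 0.61 in its other probe sets.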

In fact, the only downregulated UPS gene in our dataset was the proteasomal ATPase Psmc5. It degrades ataxin-3 in Machado-Joseph disease and is known to be down regulated by long-term depression in humans .

**Supplementary figures**

Fig. S1. UBB+1 affects spontaneous breathing patterns measured by whole body plethysmography.

Female UBB+1 tg (black bars) and control mice (grey bars) were analyzed at 12 months of age (n=6 for each group). Shown are the mean expiratory flow rate (MEF), expiratory time (Te), relative duration of inspiration (Ti/TT), and the mean inspiratory and expiratory flow rate (MIF, MEF) under rest and activity, respectively. The mean values for the indicated parameters of the control group were set to 100% and significance by Student´s t-test is indicated by * p<0.05; error bars represent SEM.

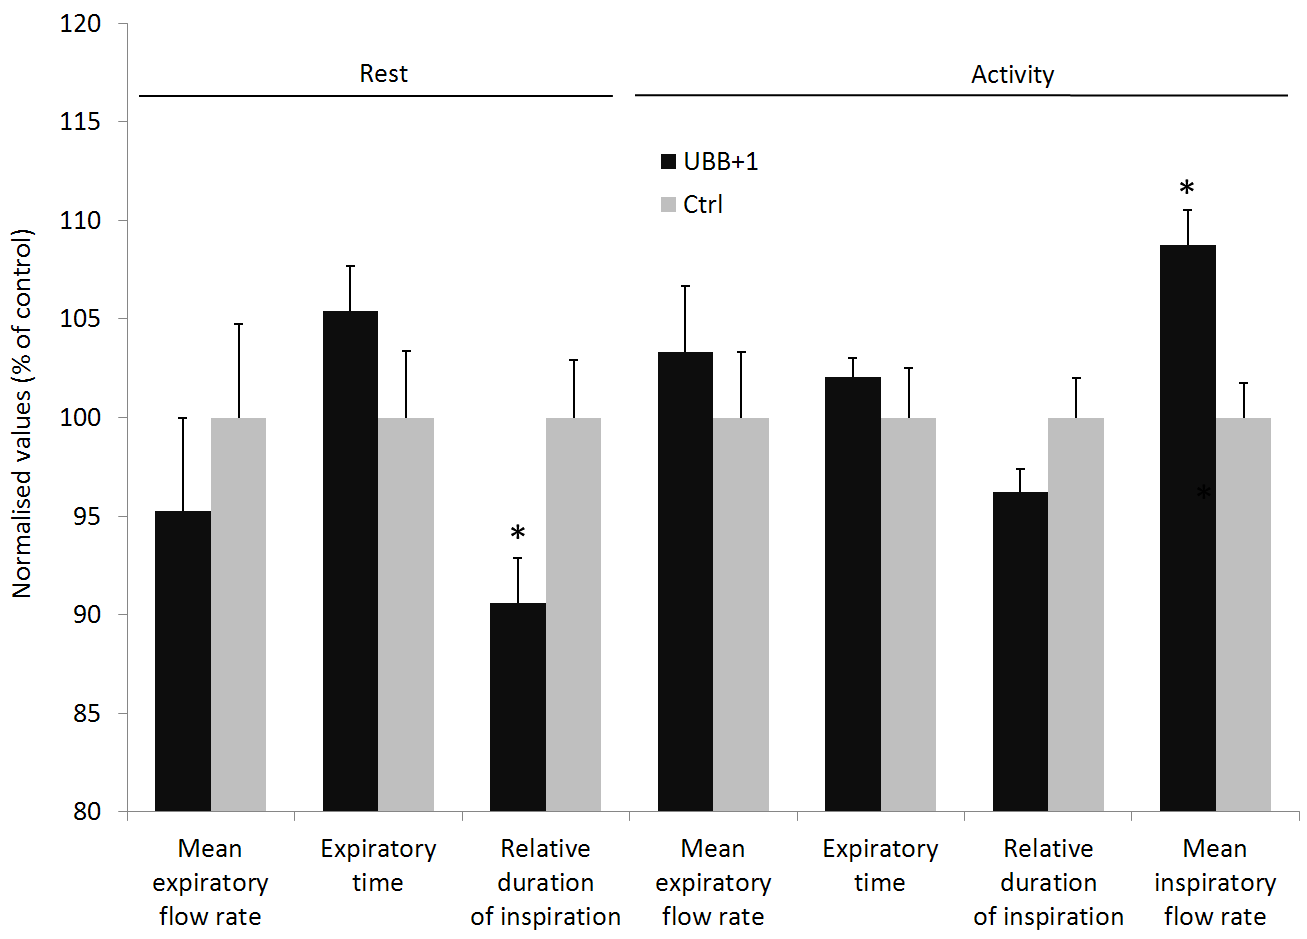

Fig. S2. UBB+1 affects spontaneous breathing patterns measured by whole body plethysmography.

Male UBB+1 tg (black bars) and control mice (grey bars) were analyzed at 18 months of age (n=8 for each group). Shown are the minute ventilation (MV), specific ventilation (sMV), peak expiratory flow rate (PEF), and the mean expiratory flow rate (MEF) under rest and activity, respectively. The mean values for the indicated parameters of the control group were set to 100% and significance by Student´s t-test is indicated by * p<0.05; error bars represent SEM

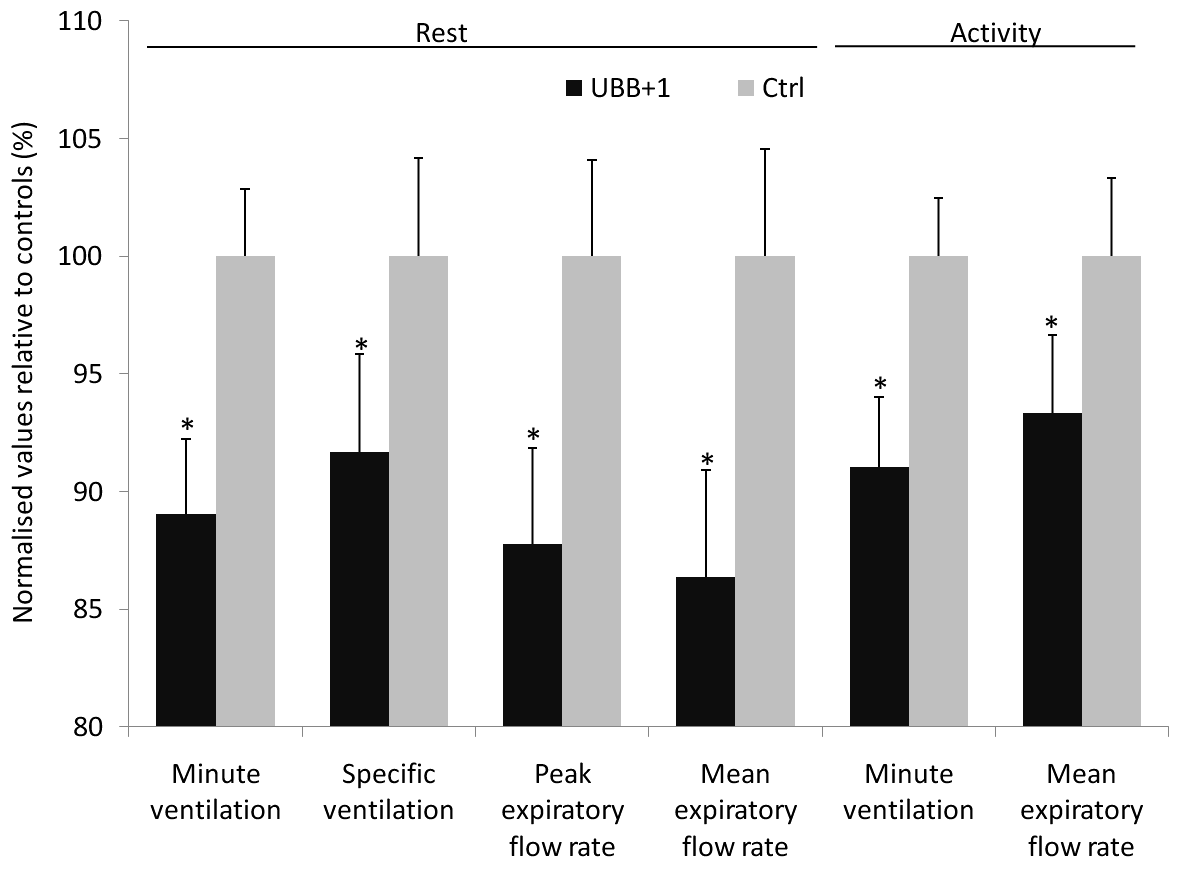

How the deposited data were processed for this re-analysis (not part of the article)

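Expression was measured in laser-cut CA3 tissue of UBB+1 tg and wild-type mice of 18 months on Affymetrix MOE430A and MOE430B arrays, 1-colour arrays whose values are brightness and not counts. The intensities used are the authors' RMA values as deposited: background-corrected, quantile-normalized and summarised per probe set, separately for each kind of array, linear and in whole numbers on MOE430A and on the log2 scale on MOE430B. The version of the RMA software is not stated. The paper's main result came from ChipInspector on the single probes, with a check by RMA and limma at a false discovery rate of 10%. Only the latter can be run on summarised values, and it is the test used here. The sample labels name another version of the RNA isolation kit than the paper's methods do.

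Animals, genotypes and arrays were taken from the sample labels. The 11 animals on both arrays were checked with 100 probe sets that both arrays hold: for all 11, the animal's own other array was the closest, with a Pearson r across probe sets of 0.848 to 0.959. Between samples, Pearson r across probe sets was 0.945 to 0.991 on MOE430A and 0.936 to 0.987 on MOE430B, and no pair of columns was identical. The first 2 principal components held 42.2% and 25.1% of the variance on MOE430A and 36.2% and 15.7% on MOE430B. The paper gives 5 control mice in its results and 5-6 replicates in its methods, and 6 wild-type mice were used on MOE430B. No paired analysis was possible because the animals of the genotypes share no numbers or litters in the labels.

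Of 22690 probe sets on MOE430A and 22575 on MOE430B, 64 controls on each were left out, as was probe set 1427508_at on MOE430A after its own test. By the array annotation, 20380 probe sets of MOE430A name 1 gene, 691 several and 1555 none, and 14661, 245 and 7605 on MOE430B. No probe set names Ubb, Uchl3 or Ddi2 alone, so that no value is given for these genes. Some results are not reported here. Gene positions are those of RefSeq on GRCm38.p6.

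Differences are UBB+1 tg minus wild type from lmFit and eBayes of limma 3.58.1 in R 4.3.3, with the Benjamini-Hochberg adjustment within each array. Single values were compared with exact permutation tests, two-sided. Gene lists were tested on the table of 1 probe set per gene with limma's camera, a competitive test, with a preset correlation between genes of 0.01, an adjusted p of 0.05 over the lists of an array and at least 3 measured genes per list. The lists cover the proteasome, E1 and E2 enzymes, ubiquitin ligases, deubiquitinating enzymes, chaperones, ER stress, autophagy, exocytosis, the glutamatergic postsynapse, GABA signalling, calcium, long-term depression, learning and memory, Alzheimer's disease, the paper's qPCR genes, oxidative phosphorylation, ribosomal proteins, glycolysis, hypoxia, the circadian clock, immediate early genes, oxidative stress, markers of interneurons, astrocytes, oligodendrocytes, microglia, vessels, choroid plexus, dentate granule cells, CA1, CA2, CA3 and neurons, sex-linked genes and reference genes. They are not the terms of the Ingenuity software. The lists, the tests and the other settings listed at the end were fixed before the data were examined, but after Table S1 had been read. A test of the overlap between the lists and Table S1 was run once and then dropped for this reason, and only counts of shared genes are given.

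Named genes are those the paper names for CA3 and in Table S3, the 10 with the largest rise and the 10 with the largest fall by the order of Table S1, the genes past the false discovery rate (none passed), and up to 4 genes per list with the smallest p. The fold changes in Tables S1 and S3 had been seen when this rule was written. A few further genes are marked as named after their values were seen.

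The array sets come from complete-linkage clustering on 1 minus Pearson r into 3 groups. They were found after the values were seen, and average linkage, which was tried first, gave the same sets on MOE430A and other ones on MOE430B. The fits with the array set as a block, also with an estimated correlation for the lists, those on the middle array set alone and the lists without Table S1 genes were added then. The settings fixed beforehand were a stricter false discovery rate of 5%, a minimum fold change of 1.5, leaving out dim or cross-hybridising probe sets, a floor at the 25th percentile, a second quantile normalization, median centring, another variance model, array weights, 1 adjustment over both arrays, the 3'-5' difference as a covariate, probe sets averaged per gene, only the animals on both arrays, an estimated correlation and fry for the lists, and leaving out each animal. The fit was tested on simulated data with changes of 1.5-fold, 2-fold and 3-fold in 200 probe sets. With residuals of the real samples, 89.4% of the 3-fold changes were recovered on MOE430A and 97.0% on MOE430B. No unchanged probe set was called, but residuals of the fit hold no difference between the genotypes, so this says nothing about false calls. With independent noise, 98.5% of the 3-fold changes were recovered on each array, and 19 unchanged probe sets were called on MOE430A and 17 on MOE430B. Such noise holds no array sets, so these rates are not those of the real comparison.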

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

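The comparison of array sets among wild-type mice, the fits with the array set as a block, the block with an estimated correlation, the tests on CA2 markers and on ribosomal protein genes, and the lists without Table S1 genes were chosen after the results had been seen. For CA2 markers and the array sets, the test was first the block with both correlations, which left the explanation open, and it was replaced by the direction among wild-type mice together with the block.

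The genes of Table S1 lay in the direction of the table in the comparison of genotypes, and they did so to a similar extent where no genotype differed: among wild-type mice alone, 87.3% of them had the sign of the table in the middle minus the low array set, and 47.0% in the high minus the middle one. The UBB+1 tg mice are more often in the middle array set (4 of 6, against 2 of 5 wild-type mice on MOE430A), so that an unequal spread of the genotypes over the array sets may contribute to the direction and size of these differences. It is not shown to be the whole cause, since 215 of 236 genes had the sign of the table with the array set as a block, although the medians were then 0.31 and -0.34 and the genes were chosen on these samples. The block leaves a gradient within the low array set, where the 3'-5' difference was 3.43 in tg271 and 2.70 and 2.65 in wt287 and wt290. In the middle array set it was 4.44 to 4.62 in UBB+1 tg mice and 4.54 in both wild-type mice. There 195 of the 236 genes had the sign of the table. When genotype labels were exchanged within the array sets, 5 of 90 exchanges, the real one included, gave as many MOE430A probe sets at an unadjusted p under 0.05 as the 1627 of the real labels (highest other 1923), so that chance within the array sets is not excluded. A genotype effect on these genes stays open.

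Genes of ribosomal proteins and of oxidative phosphorylation, which the paper does not discuss for CA3, were lower in UBB+1 tg mice on MOE430A, with 40 of 44 and 55 of 70 genes lower, medians of -0.24 and -0.18, and adjusted p of 3.08e-05 and 2.13e-04 from camera (adjusted p = 0.626 and 0.712 with an estimated correlation). Among wild-type mice, the middle minus the low array set gave medians of -0.37 and -0.43 for these lists, and only 2 of the 6 lists that passed, ribosomal proteins and CA2 markers, stayed past the threshold in the same direction with the array set as a block, so that the array sets may account for part of the list results. For ribosomal proteins this stays open, since their list passed with the block at the preset correlation (adjusted p = 8.01e-05, median -0.14) and in the middle array set alone (adjusted p = 1.59e-04), with medians of -0.04, -0.18 and -0.14 within the low, middle and high array sets, and not with the block and an estimated correlation (adjusted p = 0.819), while oxidative phosphorylation ended at 0.0507 with a median of -0.07, yet passed in the middle array set alone (adjusted p = 4.92e-04), with medians of 0.09, -0.16 and -0.01 within the array sets. Of the 8 lists of neighbouring cells and fields (dentate granule cells, CA1, CA2, astrocytes, oligodendrocytes, microglia, vessels and choroid plexus), 1 passed, that of CA2, so that other cells in the cut tissue are not excluded for the lists. As many lists passed in 15 of 100 splits of the 11 samples (6 in the real split, at most 9 in another), so that chance is not excluded, and a genotype effect stays open.

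Markers of CA2 pyramidal cells were higher in UBB+1 tg mice on MOE430A in 7 of 8 genes, with a median of 0.30 (camera, adjusted p = 0.0158; adjusted p = 0.626 with an estimated correlation), among them Cacng5 at 0.71, Vit at 0.44 (standard error 0.19), Rgs14 at 0.27 (standard error 0.28) and Pcp4 at 0.33 (standard error 0.62). The brightest probe sets were those of Necab2, at a log2 intensity of 9.26 in UBB+1 tg and 9.16 in wild-type mice, and Pcp4, at 8.90 and 8.57. The tables argue against an unequal spread over the array sets as the cause, since among 4 wild-type mice the middle array set, where UBB+1 tg mice are more frequent, gave a median of -0.47 against the low one, and since the medians were 0.51 with the block (adjusted p = 3.10e-05; adjusted p = 0.709 with an estimated correlation) and 0.63, 0.30 and 0.40 within the low, middle and high array sets, with a call in the middle one alone (adjusted p = 0.0213). The laser-cut pieces may hold different amounts of the neighbouring CA2 field: the genes of this list varied together between animals, with an estimated correlation of 0.386 after genotype and array set were removed (0.424 after genotype alone), the highest of the 35 lists, and the cutting of CA3 is the step that sets how much of CA2 is taken along. The call rests on few animals and genes, since it was lost without animal tg271 (adjusted p = 0.318), without animal wt321 (0.284), wt289 (0.0710) or wt291 (0.0558), and without its 2 genes of Table S1, Cacng5 and Sostdc1 (0.380), the latter also on the choroid plexus list, and whether UBB+1 changes these genes in CA2 or CA3 cells was not tested and stays open.

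In 13 of 330 groups tested, where chance flags about 1 in 20 groups or 16.5, 1 mouse lay far from the others of its genotype in a named gene; values are log2 intensities. Among UBB+1 tg mice, animal tg271 was at 4.09 in Camk2a (the other 5 from 3.81 to 3.91), at 11.3 in Fkbp2 (8.77 to 9.68), at 5.91 in Gnaq (6.15 to 6.25), at 6.58 in Nnat (4.75 to 5.09) and at 8.77 in Tubb3 (6.55 to 7.35). Animal tg270 was at 6.79 in Rorb (6.51 to 6.58) and at 7.95 in Itpka (9.56 to 10.31), and animal tg273 was at 8.31 in Brcc3 (9.10 to 9.37). Animals tg271 and tg270 are the only UBB+1 tg mice of the low and the high array set, and among wild-type mice Tubb3 and Fkbp2 also differed by -2.53 and -2.61 between the middle and the low array set. Among wild-type mice, animal wt290 was at 4.86 in Brwd1 (the other 4 from 5.75 to 5.91). Animal wt287 was at 6.67 in Atg10 (7.74 to 7.83) and at 6.81 in Mal (8.20 to 8.56). Animal wt321 was at 5.32 in Sirt1 (4.46 to 4.58) and at 8.34 in Lct (7.25 to 7.48).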

How the results depend on the processing

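The fits with the array set as a block, alone and with an estimated correlation, those on the middle array set alone and the lists without Table S1 genes were chosen after the results had been seen. No result past its threshold turned its direction. On MOE430A, lists without a call did turn by the sign of the camera test. With the 3'-5' covariate these were deubiquitinating enzymes and glycolysis. With the block they were deubiquitinating enzymes, chaperones, autophagy, long-term depression, the qPCR genes and CA3 markers. On MOE430B, E1 and E2 enzymes, GABA signalling, interneurons and dentate granule cells turned with the covariate, and dentate granule cells also with the block. By the median alone on MOE430A, E1 and E2 enzymes, the circadian clock, reference genes, vessels and the glutamatergic postsynapse turned with the block, and the last 2 also with the covariate. The count of MOE430A probe sets past the false discovery rate was 0 under all 13 alternatives and without each of 11 animals in limma. On MOE430B it was 1 without dim probe sets and 1 with the 3'-5' difference as a covariate, 0 under the other 12 alternatives, and 0 to 1 without each animal (1 without animal wt291). The count of regulated genes was 1 with probe sets averaged per gene on each array, 1 without dim probe sets, 1 with the 3'-5' covariate and 0 to 1 without each animal, and the gene was Gng4 each time. Fewer items are tested without dim probe sets and with probe sets averaged; for the others the cause was not tested. Probe set 1427508_at kept a log2 fold change of 2.31 to 2.49. The number of Table S1 genes with the sign of the table was 196 to 232 of those measured over these settings, and that of Table S3 genes higher in UBB+1 tg mice 11 to 14. The lowest counts are those in the middle array set alone, where the brightest probe set was chosen anew, so that they differ from the counts within array sets for the probe sets of the full fit. Gene lists past the threshold on MOE430A numbered 6; they were 0 with an estimated correlation, 0 with fry, 3 with the array set as a block, 0 with the block and an estimated correlation, 3 without Table S1 genes and 3 to 7 without each animal (3 without animal wt287), and 5 in the middle array set alone, of which 3 are among the 6; fewer genes per list are tested without Table S1, and for the others the cause was not tested. On MOE430B 0 lists passed, and 0 to 2 without each animal (2 without animal wt291). For the 162 genes named by the rule, Gng4 not among them, with 20 settings, none of 3046 values passed the false discovery rate.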

Differences from the paper's values

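The paper reports 274 regulated genes at a false discovery rate of 10%, found with ChipInspector on single probes, and here 0 genes passed the same rate in limma on the RMA values, where 788 probe sets on MOE430A and 687 on MOE430B had an unadjusted p under 0.05. The paper's count of genes with higher expression is 218, against 0 here. None of the alternatives set before the data were examined comes within the paper's counts; the highest count was 1, the gene Gng4, which the paper lists and which passed where genes in place of probe sets were tested, without dim probe sets, with the 3'-5' difference as a covariate and without animal wt291.

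The paper's fold changes in Tables S1 and S3 were compared for 30 named genes. All 30 had the same sign here, 26 were smaller in size and 8 differed by more than the error. The error in this comparison is the residual SD between animals, which is larger than the standard error, so that 8 is a lenient count. Trim2, for example, is not among the 8, at a log2 fold change of 0.37 (standard error 0.21, 1.29-fold) against the paper's 1.6. For Usp14 the paper's value is 1.6 and that of the brightest probe set 1.08, and none of the 5 alternatives run for fold changes closes this. Leaving out cross-hybridising probe sets was not among these 5. It would remove the brightest probe sets of Usp14 (1437714_x_at) and Sepw1 (1460561_x_at). The next brightest are 1455829_at for Usp14, at a log2 fold change of 0.62, and 1416521_at for Sepw1, at -1.11. Averaging the probe sets of a gene, which is one of the 5 alternatives, gives a value within the error of the paper's for 6 genes. These are Mocs2 (the paper's 1.6, 1.20 here, 1.31 averaged), March7 (the paper's 1.7, 1.14 here, 1.41 averaged), Psmc6 (the paper's 1.6, 1.04 here, 1.26 averaged), Tbcel (the paper's 1.6, 1.21 here, 1.29 averaged), Sepw1 (the paper's -2, -1.01 here, -1.48 averaged) and Ndufc2 (the paper's -1.7, -1.16 here, -1.60 averaged). For Slmap the paper's value is 1.9, that here 1.41, and a second quantile normalization, also 1.41, is within the error. For these 7 genes, leaving out dim probe sets, median centring and the 3'-5' covariate do not close the difference, nor does the second quantile normalization for the 6 or averaging for Slmap. Of the 11 fits that each leave out 1 animal of MOE430A, 2 come within the error for Mocs2, 1 for March7, 1 for Psmc6, 3 for Tbcel, 7 for Slmap and 0 for Usp14, Sepw1 and Ndufc2. The other probe sets lie at log2 fold changes of 0.62, 0.01 and -0.13 for Usp14, 0.52 for Mocs2, 0.79, 0.03, 0.03 and -0.03 for March7, 0.61 and 0.33 for Psmc6, 0.46 for Tbcel, -0.08 and -0.03 for Slmap, -1.11 for Sepw1 and -1.13, -0.72 and -0.18 for Ndufc2.

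The paper's methods state that the ChipInspector result held in limma on RMA values at the same rate. In the values used here, 223 of the 236 measured genes of Table S1 had the sign of the table, 67 of them at an unadjusted p under 0.05, and 0 passed the rate over all probe sets in limma. Of the themes the paper names as enriched, locomotion had no list of its own. The others were covered at least in part, by lists that divide some of them into parts the paper does not name as enriched. A list without a call is thus not a test of a theme as the paper defined it. Of the lists for these themes, calcium, learning and memory, and ubiquitin ligases passed in camera with the preset correlation, and 8 did not: exocytosis and long-term depression (adjusted p = 0.530 and 0.838), the proteasome (0.261), E1 and E2 enzymes (0.963), deubiquitinating enzymes (0.953), the glutamatergic postsynapse (0.616), GABA signalling (0.328) and Alzheimer's disease (0.371). The 3 lists that passed had an adjusted p of 0.626 with an estimated correlation in camera, and none of them passed with the array set as a block or in the middle array set alone. The lists were written after Table S1 had been read, and without its genes calcium (0.424) and learning and memory (0.380) did not pass, and ubiquitin ligases did (0.0388). These lists are not the Ingenuity terms and were compared with all measured genes.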

Other observations

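Apart from the fit with the array set as a block, none of the tests in this part was chosen after its result was seen. Immediate early genes, which neuronal activity induces, were lower in UBB+1 tg mice in 16 of 25 measured genes on MOE430A (camera, adjusted p = 0.261). Ier2 was at a log2 fold change of -0.51 (standard error 0.18, 6 against 5 mice), Junb at -0.43 (standard error 0.16), Arc at -0.41 (standard error 0.17) and Nr4a2 at -0.18 (standard error 0.07), and all 6 UBB+1 tg mice were below the wild-type mean in each of the 4. None of these genes passed a false discovery rate of 10% in limma over all probe sets or adjusted over the list alone, and 4 were lower at an unadjusted p under 0.05. Markers of astrocytes were lower on MOE430A in 15 of 20 genes (camera, adjusted p = 0.143), with Sox9 at -0.26 (standard error 0.10). Those of oligodendrocytes were higher in 15 of 18 (adjusted p = 0.328), with Mbp at 0.21 (standard error 0.11). Markers of microglia were higher in 9 of 20 genes (adjusted p = 0.772), with Ptprc at 0.52 (standard error 0.17), and those of interneurons in 9 of 20 (adjusted p = 0.530). On MOE430B the astrocyte list went the other way, with 5 of 6 genes higher and a median of 0.13 (camera, adjusted p = 0.388).

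Among the genes of protein quality control, chaperones were higher in 19 of 37 genes (camera, adjusted p = 0.691), with Bag1 at -0.41 (standard error 0.16) and Hspa4, a cochaperone of the Hsp110 family, at 0.29 (standard error 0.13). Genes of ER stress were higher in 13 of 28 (adjusted p = 0.757) and of autophagy in 19 of 31 (adjusted p = 0.757), with Uvrag at 0.36 (standard error 0.12). Of the genes known to act on UBB+1, which the paper reports on for hippocampal tissue, Ube2k was at 0.03 (standard error 0.22, adjusted p = 0.995 from limma; -0.16 with the array set as a block) and Trip12 at 0.24 (standard error 0.14, adjusted p = 0.984) in CA3. The paper's qPCR genes, measured there in whole hippocampus, were higher in 16 of 27 (camera, adjusted p = 0.616). No list in this part passed in camera, and 7 of the 35 lists of the array had an unadjusted p under 0.05.

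The other lists on MOE430A were higher in 7 of 18 genes for glycolysis (camera, adjusted p = 0.838), 12 of 24 for hypoxia (0.855), 13 of 20 for the circadian clock (0.530) and 9 of 23 for oxidative stress (0.597). For vessels 11 of 22 genes were higher (0.877; their median was just below 0 while the sign of the camera test was positive), for choroid plexus 8 of 12 (0.490), for dentate granule cells 3 of 8 (0.691), for CA1 3 of 8 (0.502), for CA3 6 of 11 (0.757) and for neurons 12 of 23 (0.842). Sex-linked genes were higher in 5 of 6 (0.477) and reference genes in 5 of 9 (0.757). The sex-linked list mixes Xist and Tsix on the X chromosome with Uty and Eif2s3y on the Y chromosome. A test for a shared direction over them cannot show whether the genotypes differ in sex.

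The count of probe sets past the false discovery rate was 0 with the real genotypes on both arrays, so that all 100 of 100 splits drawn had to give as many on MOE430A, and all 100 of 100 on MOE430B, and this comparison says nothing about chance. At an unadjusted p under 0.05, 46 of the 100 splits gave at least the 788 probe sets of the real genotypes on MOE430A, and 65 of 100 at least the 687 on MOE430B, the real split included, so that chance is not excluded. Past the false discovery rate, single other splits gave up to 1238 probe sets on MOE430A and 1506 on MOE430B, which points to a structure of the samples other than genotype.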
